# Exercise promotes skeletal muscle growth in adolescents via modulating Mettl3-mediated m6A methylation of MyoD in muscle satellite cells

**DOI:** 10.1186/s11658-024-00670-x

**Published:** 2024-12-04

**Authors:** Shujing Feng, Hao Zhou, Xingzuan Lin, Siyuan Zhu, Huifang Chen, Han Zhou, Ru Wang, Peng Wang, Xiexiang Shao, Jianhua Wang

**Keywords:** Exercise, Adolescent skeletal muscle growth, MuSCs, Mettl3, m6A methylation, Betaine

## Abstract

**Background:**

Exercise exerts positive impacts on skeletal muscle health and homeostasis. Emerging evidence suggests that m6A methylation is involved in various physiological processes. However, the impact of exercise on adolescent skeletal muscle growth and the underlying epigenetic mechanisms remain poorly understood.

**Methods:**

The lower-limb skeletal muscles were harvested from exercise and control groups to compare the skeletal muscle growth in adolescents. mRNA sequencing was conducted to explore the mechanisms underlying enhanced skeletal muscle growth following exercise. The effects and mechanisms of Mettl3-mediated m6A methylation on adolescent skeletal muscle growth were investigated using muscle satellite cell (MuSC)-specific *Mettl3* knockout (KO) mice. The potential function of MyoD for skeletal muscle growth in adolescents was explored by phenotypes after overexpression and evaluation of in vivo myogenesis. Additionally, the effects of the methyl donor betaine on adolescent skeletal muscle growth were investigated in vitro and in vivo.

**Results:**

Exercise could promote skeletal muscle growth in adolescents. Sequencing data analysis and confirmation assays uncovered that exercise significantly increased Mettl3-mediated m6A methylation and elevated the expression levels of activation marker MyoD in MuSCs. Establishment of MuSC-specific *Mettl3* KO mice further demonstrated that Mettl3-mediated m6A methylation in MyoD contributed to skeletal muscle growth during adolescence. Mettl3-mediated m6A methylation regulated MyoD mRNA stability at the posttranscriptional level in MuSCs, with a functional site at 234 bp A. Increased expression of MyoD could contribute to myogenesis of adolescent MuSCs. Furthermore, the methyl donor betaine could enhance MyoD expression, contributing to MuSCs activation and skeletal muscle growth in adolescents by boosting m6A methylation levels.

**Conclusions:**

Exercise promoted skeletal muscle growth in adolescents through facilitating *MyoD* mRNA stability of MuSCs in a Mettl3-mediated m6A-dependent manner. The methyl donor betaine could be a potential alternative to exercise for promoting adolescent skeletal muscle growth by directly augmenting the global levels of m6A methylation. These findings may provide a theoretical foundation for encouraging daily fitness exercise and ensuring healthy growth in adolescents.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s11658-024-00670-x.

## Introduction

Acting as the body’s largest motor organ, skeletal muscle is crucial for facilitating physical activities and sustaining overall health [1]. Puberty is accompanied by rapid skeletal muscle growth, a process that requires participation of muscle satellite cells (MuSCs) [2–4]. During this period, activated MuSCs (PAX7^+^/MyoD^+^) embark on their myogenic program, entering the cell cycle, proliferating, differentiating, and fusing, which eventually leads to an increase in the myofiber cross-sectional area [5]. Additionally, a subset of activated MuSCs engage in self-renewal and return to the niche to establish the MuSC pool [6]. MyoD serves as a marker protein for activation of MuSCs and determines the initiation of the myogenic program in MuSCs [7, 8]. Thus, MyoD expression in MuSCs is vital for pubertal skeletal muscle growth.

Exercise can effectively enhance adult skeletal muscle performance, counteract sarcopenia, and ameliorate age-related muscular degeneration in the elderly by regulating MuSCs [9–12]. Investigating the intricate mechanisms underlying these phenomena is of paramount importance. It has been reported that exercise is able to protect activated MuSCs from exhaustion by activating the Igfbp7–Akt–mTOR axis [9]. Voluntary wheel running has been shown to upregulate MyoD expression in aged MuSCs, correlating with the activation of Wnt/β-catenin signaling [13]. However, there is a lack of research clarifying the role of exercise in adolescent skeletal muscle growth and the underlying mechanisms.

m6A methylation, one of the most highly dynamic and reversible epigenetic modifications, stands out as the most prevalent internal cotranscriptional modification in eukaryotic RNAs [14]. Its involvement spans various pathophysiological processes, including mammalian development [15], tumor progression [16], and cell fate determination [17]. Principally, methyltransferases such as METTL3, METTL14, and WTAP, are responsible for catalyzing m6A methylation of adenosine on mRNA molecules [18]. Previous research has demonstrated the preventive or therapeutic effects of exercise by modulating m6A methylation levels in tissues such as the brain or cardiovascular system [19–21]. Recent studies have also identified that Mettl3-mediated m6A methylation regulated the differentiation process in mouse C2C12 myoblasts [22, 23]. However, it remains unknown whether exercise could promote adolescent skeletal muscle growth by regulating m6A methylation in MuSCs.

In this study, we established exercise mouse models to investigate the impact of exercise on skeletal muscle growth during adolescence, as well as the underlying epigenetic modification mechanisms. Here, our findings revealed that exercise during adolescence first contributed to the upregulation of Mettl3 in MuSCs, which further increased the expression of the activation marker MyoD through m6A methylation. This process was achieved by maintaining the stability of *MyoD* mRNA with a functional site at 234 bp A. The increased activation of MuSCs promoted skeletal muscle growth in adolescents. Additionally, the methyl donor betaine could be a potential alternative to exercise for promoting adolescent skeletal muscle growth by directly increasing global levels of m6A methylation.

## Materials and methods

### Animals and exercise model

Animal experimentation protocols were approved by the local institution’s ethical committee (approval no. XHEC-F-2024-042). Wild-type C57BL/6J male mice aged 3 weeks were purchased from GemPharmatech (Nanjing, China). *Pax7-CreERT2* mice (011763) were procured from Jackson Laboratory, while *Mettl3*^*f/f*^ mice (strain no. T006659) were obtained from GemPharmatech (Nanjing, China). MuSC-specific Mettl3 conditional knockout mice were induced through intraperitoneal administration of 100 µl of 10 mg/ml tamoxifen every 2 days from 2 to 3 weeks of age. The mice were allowed ad libitum access to food and water under a 12-h light/dark cycle. The exercise model was established in accordance with a modified protocol as described previously [24, 25]. Briefly, mice underwent a familiarization phase on the treadmill for 5 days, and the speed was gradually increased from 8 m/min to 12 m/min, for 30 min daily. Subsequently, the mice were subjected to 4 weeks of treadmill training at a speed of 12 m/min for 45 min/day, 5 days/week.

### Isolation of MuSCs

The lower-limb skeletal muscles were obtained and digested following established methodologies [26–28]. Briefly, the fresh skeletal muscle was first finely minced to a meat-paste consistency, digested for 1 h using collagenase II (Worthington Biochemical, 700–800 U/mL), followed by an additional 30 min with a mixture of collagenase II and dispase (11 U/mL). The resultant mixture underwent ten passes through a 20 gauge needle, followed by filtration through a 40 µm cell strainer (Corning). To isolate MuSCs, the cell suspension was incubated with following antibodies for 45 min at 4 °C: a cocktail of APC anti-CD45, APC anti-CD31, Biotin anti-VCAM1, and FITC anti-Sca1. Subsequently, PE/Cy7 streptavidin was used for staining with an additional 15 min. Finally, using a BD Influx sorter, the CD31^−^/CD45^−^/Scal1^−^/VCAM1^+^ MuSCs were isolated by fluorescence-activated cell sorting (FACS).

### EdU assay

During the final week of the exercise experiment, EdU (Yeasen, 40284ES76, 5 mg/kg body weight) was administered intraperitoneally daily to mice. Twelve hours later, MuSCs were isolated using FACS. The freshly isolated MuSCs were subsequently plated and fixed in 4% paraformaldehyde for further experiments.

### Cell culture and differentiation

In collagen-coated dishes, primary MuSCs were cultured in F10 basal medium supplemented with 20% FBS, 5 ng/mL IL-13, 5 ng/mL TNF-α, 5 ng/mL IFN-γ, 5 ng/mL IL-1α, 2.5 ng/mL bFGF, and 1% penicillin–streptomycin under optimal conditions of 37 ℃ with 5% CO_2_, in line with previous literature [26]. The differentiation medium utilized was Dulbecco’s modified Eagle medium (DMEM) supplemented with 2% horse serum and 1% penicillin–streptomycin.

### Immunofluorescence staining

Cryosections or cultured cells were fixed in PBS containing 4% paraformaldehyde (Merck, 158,127) for 15 min, permeabilized in 0.5% Triton X-100 for 15 min at room temperature, and then blocked with 1% BSA (Sigma-Aldrich, 9048–46-8) in PBS for 1 h. Subsequently, the samples were incubated overnight at 4 °C with anti-Pax7 (Thermo Fisher Scientific, PA1-117, 1:100), anti-MyoD (Santa Cruz Biotechnology, sc377460, 1:200), anti-MyoD (Santa Cruz Biotechnology, sc760, 1:200), anti-MyoG ( Santa Cruz Biotechnology, sc-12732, 1:200), anti-Laminin (Abcam, ab11575, 1:500), anti-Mettl3 (Abcam, ab195352, 1:1000), and anti-MyHC (Thermo Fisher Scientific, MA5-35613, 1:1000). Following this, secondary antibodies were used to incubate the samples for 1 h. Nuclei were subsequently stained with DAPI (Sigma-Aldrich, S7113), and antifade mounting media (Invitrogen, p36935) was applied to cover the samples. Finally, a Leica SP8 confocal microscope was employed to capture the images. Immunofluorescence staining for Laminin was used to determine the boundaries of myofibres. Immunofluorescence staining of MyHC was conducted to identify the outline of myotubes. For each sample, a minimum of five independent fields of view were randomly selected for evaluation. ImageJ was applied to quantify the cross-sectional area (CSA) of myofibers and the diameter of myotubes.

### Gene expression analysis

The EZ-press RNA Purification kit (EZBioscience) was used to extract total RNA following the manufacturer’s instructions. Reverse transcription was then performed using MuLV reverse transcriptase (NEB, M0253S). Subsequently, the products were subjected to quantitative PCR reactions with Genious 2× SYBR Green Fast qPCR mix (Abclonal, RK21205) in the CFX96 real-time PCR system. The primers used are listed in Additional file 1: Table S1.

### Overexpression

Briefly, 1 μl Lipofectamine 2000 (Thermo Fisher Scientific, 11668019) and 1 μg overexpression plasmid were mixed into 250 μl of Opti-MEM I Reduced Serum Medium (Merck, 31985062), respectively. Then the mixture was added to the cultured MuSCs for transfection and subsequent experiments were conducted at 24 or 48 h after transfection.

### Western blot

Protein samples were extracted using western and IP (Immunoprecipitation) lysis buffer (Beyotime, P0013). The protein extracts were separated by sodium dodecyl sulfate–polyacrylamide gel electrophoresis (SDS–PAGE), transferred to nitrocellulose membranes, and blocked with 5% BSA in TBST for 1 h. The membranes were then incubated overnight at 4 °C with anti-Mettl3 (Abcam, ab195352, 1:1000), anti-MyoD (Santa Cruz Biotechnology, sc377460, 1:200), or anti-GAPDH (Cell Signaling Technology, 2118S, 1:5000). Afterward, the membranes were incubated with the corresponding secondary antibodies at room temperature for 1 h. Signal detection was performed using GelDoc XR (Bio-Rad) and LumiQ ECL liquid (ShareBio, SBWB012).

### m6A dot blot assay

RNA was heated at 95 °C for 3 min to disrupt the secondary structure, followed by cooling on ice for 3 min. A source imprint was left on the nitrocellulose membranes with the rough end of a 1 mL pipette tip to facilitate spiking. Two gradients of RNA (400 ng and 800 ng) were cascaded onto the membrane, air-dried for 5 min, and then UV cross-linked for 1 h. After blocking with 5% BSA in TBS for 1 h, the membranes were incubated with anti-m6A antibody (Abcam, 151,230) overnight at 4 °C. Following three washes with TBST and 1 h of incubation with secondary antibody at room temperature, chemiluminescence was utilized for signal detection.

### Methylated RNA immunoprecipitation (MeRIP)–qPCR

MeRIP was performed with m6A RNA Methylation Fragment Enrichment kit (Epigentek, P-9018) following the manufacturer’s protocol. Initially, 20 μg of total RNA was subjected to m6A immunoprecipitation, with 1/10 of the sample reserved as the input control. To facilitate m6A RNA immunocapture, an immunocapture buffer consisting of RNA samples, m6A antibody, and affinity beads was vortexed at room temperature for 90 min. Subsequently, RNA fragmentation was achieved using a cleavage enzyme mix, followed by the addition of proteinase K and RNA purification solution to remove excess proteins and isolate m6A-containing RNA from the immunoprecipitated complex. Finally, the immunoprecipitated m6A RNA was recovered using elution buffer. The level of m6A methylation in MyoD was assessed by RT–qPCR with primers listed in Additional file 1: Table S2.

### mRNA and protein stability assay

For mRNA stability assay, actinomycin D (Act-D, MCE, HY-17559, 5 μg/mL) was used to globally inhibit mRNA transcription, and then MuSCs were harvested at time points of 0, 3, 6, 9, and 12 h. RNA extraction was then conducted for RT–qPCR analysis to evaluate RNA degradation, with GAPDH employed as the normalization reference.

To evaluate protein stability, MuSCs were treated with 100 μg/mL cycloheximide (CHX, MCE, HY-12302) and harvested at 0, 3, 6, 9, and 12 h. Subsequently, MyoD and GAPDH expression was then assessed by western blot analysis.

### Luciferase reporter assays

To validate the functional m6A methylation site in MyoD, either the wild-type or mutant CDS (Coding Sequence)of MyoD was inserted behind the F-luc coding region of the pmiRGLO vector (Miaoling Biology, P0198). *Mettl3*^*f/f*^ MuSCs and *Mettl3* KO MuSCs were transfected with pmiRGLO, pmiRGLO-MyoD-CDS-WT, pmiRGLO-MyoD-CDS-Mut1 (A to G mutation at position 228), or pmiRGLO-MyoD-CDS-Mut2 (A to G mutation at position 234) for 24 h. Subsequently, luciferase activity was quantified using the Dual Luciferase Reporter Assay kit (Yeasen Biotechnology, 11402ES60). Renilla luciferase (R-luc) was used to normalize the firefly luciferase (F-luc) activity.

### Bulk RNA sequencing and analysis

The NEBNext Ultra RNA Library Prep kit from Illumina (New England Biolabs) was utilized to create RNA sequencing libraries. Subsequently, paired-end sequencing was executed on the NovaSeq X Plus sequencer with a 2× 150 bp read length. To ensure data quality, quality control procedures were undertaken on the raw paired-end reads through the applications of SeqPrep and Sickle. Differential expression analysis was conducted using DEGseq, with genes identified as significantly differentially expressed if the fold change was greater than 1.5 and the adjusted *p*-value was < 0.001 [29]. Furthermore, for deeper insights, Gene Ontology (GO) analysis was conducted using Goatools [30].

### m6A sequencing (m6A-seq) data analysis

MeRIP sequencing raw data were obtained from the Gene Expression Omnibus (GEO) repository (accession no: GSE169432). Raw sequencing reads were first mapped to the reference mouse genome (mm10) using Hisat2 software. The mapped reads from the IP and input libraries were then analyzed using the R package exomePeak to identify significant m6A peaks and differential peaks, with a significance threshold of FDR (False Discovery Rate) ≤ 0.05. The IGV software was used for visualization.

### In vivo muscle force analysis

In vivo muscle force analysis of tibialis anterior (TA) muscle was conducted using a 3-in-1 whole-animal system (Aurora Scientific; 1300A) [25]. After anesthetizing the mouse, the hind limbs were shaved and securely placed in a frame to ensure stability without hindering blood flow. Bread silk suture was used to ligate the distal TA muscle around the patellar ligament. An incision was made to expose the sciatic nerve, which was then tied off at its proximal end. The distal TA tendon suture loop was fastened to the lever arm hook of the instrument for measuring twitch and tetanus force. Each treatment was repeated for three times, and data analysis was performed using DMA software (Aurora Scientific).

### Statistical analysis

The data were presented as mean ± SD from at least three independent experiments. Group comparisons were conducted employing either a two-tailed Student’s *t*-test or one-way ANOVA, with statistical analyses performed using GraphPad Prism 9 or SPSS version 26.0. A *p*-value < 0.05 was considered significant, with *p < 0.05, **p < 0.01, ***p < 0.001, and ns representing no significance.

## Results

### Exercise could promote skeletal muscle growth in adolescents

To explore the impact of exercise on adolescent skeletal muscle growth, male C57BL/6J mice aged 3 weeks who underwent 4 weeks of routine exercise were assigned to the exercise group. Concurrently, sedentary age-matched mice were assigned to the control group (Fig. 1a). Initially, baseline data of tibialis anterior (TA) and gastrocnemius (GAS) muscles at 3 weeks old were collected, including gross appearance, weight, and average myofiber CSA. No discernible differences were identified in any of these parameters (Additional file 1: Fig. S1a–e). Notably, after 4 weeks of exercise, larger TA and GAS were observed in the exercise group when compared to controls (Fig. 1b). The weights of TA and GAS were significantly increased in the exercise group (Fig. 1c,d). Furthermore, immunofluorescence staining of Laminin also showed increased myofibers size of TA in the exercise group (Fig. 1e,f). Thus, exercise could increase myofiber size in adolescents. Then, we explored the potential role of MuSCs in this process. More MyoD-positive cells could be identified in muscles from the exercise group, indicating there existed more activated MuSCs after exercise (Fig. 1e,g). Furthermore, in vivo EdU staining assay was performed. EdU was injected daily intraperitoneally during the last week of the exercise period. Twelve hours after the last injection, skeletal muscles were collected, and fresh MuSCs were obtained using FACS and fixed by 4% PFA(Paraformaldehyde) (Fig. 1h). The EdU staining revealed that there were more proliferative MuSCs in the exercise group (Fig. 1i,j). Combined, these data indicated that the role of exercise for skeletal muscle growth could be ascribed to MuSC-dependent mechanisms. Furthermore, the muscular function of both the exercise and control groups was evaluated. Enhanced contraction ability of twitch and tetanus force of TA muscle could be detected in the exercise group, indicating better muscle function caused by exercise (Fig. 1k,l). Taken together, these results suggested that exercise could promote skeletal muscle growth in adolescents.

**Fig. 1:**
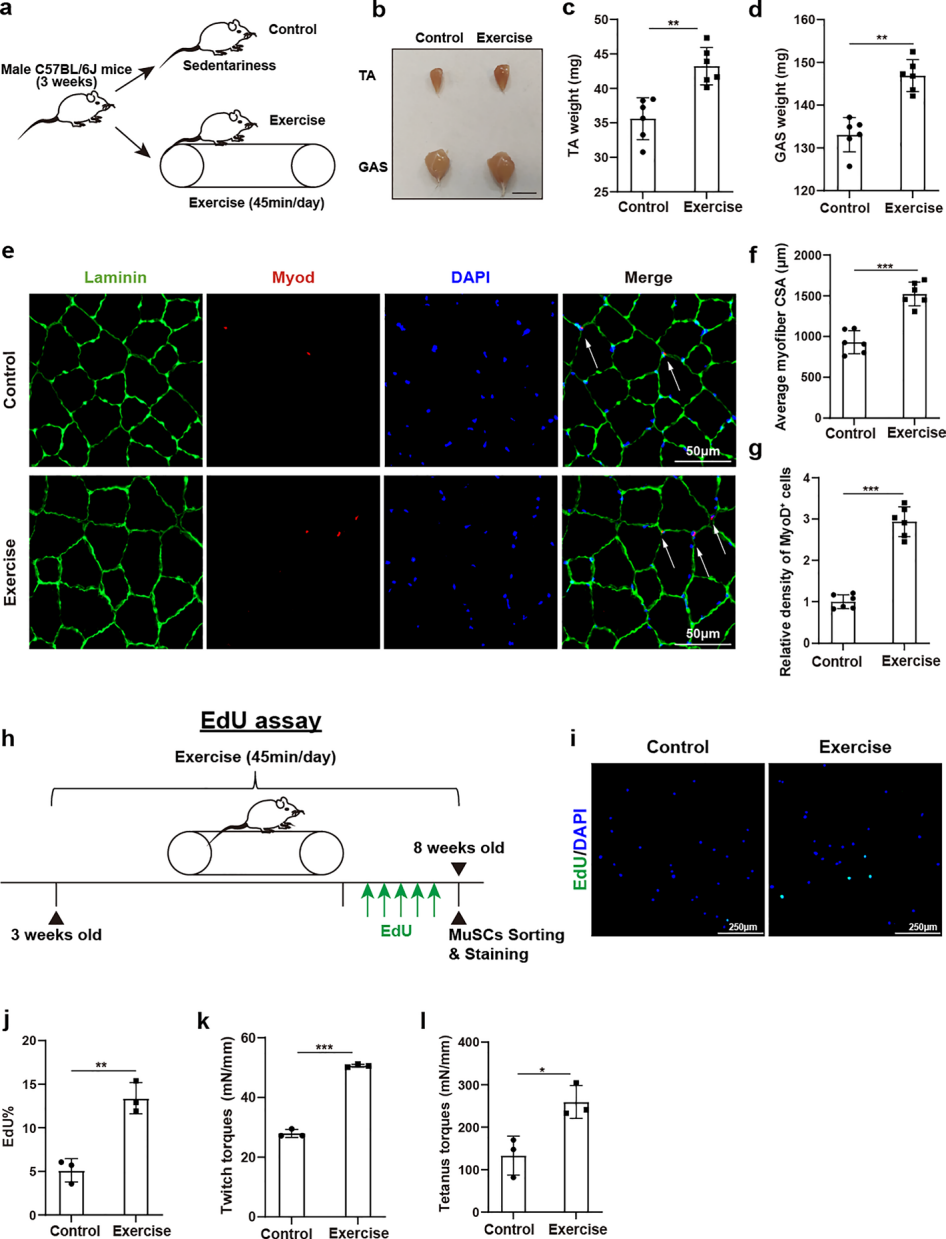
Exercise could promote skeletal muscle growth in adolescents. **a** An illustration representing the experimental design. Skeletal muscle samples were collected from both control and exercise mice following a 4 week experiment. **b** Gross appearance of tibialis anterior (TA) muscle and gastrocnemius (GAS) muscle from control and exercise mice at 8 weeks old. Scale bar, 1 cm. **c**, **d** Statistical analysis for the weight of tibialis anterior (TA) muscle and gastrocnemius (GAS) muscle from control and exercise mice at 8 weeks old (*n* = 6). **e** Immunofluorescence staining of Laminin (green) and MyoD (red) in tibialis anterior (TA) muscle from control and exercise mice at 8 weeks old. Scale bar, 50 μm. **f** Statistical analysis of the average cross-sectional area (CSA) of myofibers in tibialis anterior (TA) muscle from control and exercise mice at 8 weeks old (*n* = 6). **g** Statistical analysis of density of MyoD^+^ cells (activated MuSCs) in tibialis anterior (TA) muscle from control and exercise mice at 8 weeks old (*n* = 6). Activated MuSCs were identified as MyoD^+^/DAPI^+^ cells within the Laminin boundaries. **h** Schematic representation of the EdU assay for control and exercise mice at 8 weeks old. EdU was injected daily intraperitoneally in the last week of the exercise period. Twelve hours after the last injection, skeletal muscles were collected and MuSCs were sorted using fluorescence-activated cell sorting (FACS). **i** EdU staining (green) of freshly sorted and fixed MuSCs from control and exercise mice. Nuclei were labeled with DAPI. Scale bar, 250 μm. **j** Quantification analysis of EdU^+^ MuSCs from control and exercise mice at 8 weeks old (*n* = 3). **k**, **l** Contraction abilities (twitch and tetanus torque) of tibialis anterior (TA) muscle in control and exercise mice at 8 weeks old (*n* = 3). Data are presented as mean ± SD. *p < 0.05, **p < 0.01, ***p < 0.001, ns indicates no significant changes

### Exercise contributed to increased expression of Mettl3 and MyoD of MuSCs in adolescents

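The tibialis anterior (TA), a fast muscle of the lower leg, was collected at 8 weeks of age from control mice and from mice that had run on a treadmill for 4 weeks, at 12 m/min for 45 min per day on 5 days per week. RNA was sequenced from 2 libraries per group. In all 4 libraries the highest TPM were those listed for genes of the mitochondrial genome, of the contractile apparatus and for unprocessed pseudogenes such as Gm28661. Reads of a pseudogene can be shared with the gene that it copies, so the TPM listed for it need not come from transcripts of its own. mt-Atp8, which encodes a subunit of the mitochondrial ATP synthase, had the highest mean, at 88067 ± 3065 TPM in control and 68279.9 ± 10458 TPM in exercise libraries (SD, n = 2 each, TPM is transcript abundance scaled to a fixed total). The difference did not pass the test (log2 fold change -0.38, adjusted p = 0.12 from limma). After quantile normalization it was 0.00 by construction, since mt-Atp8 ranks first and that method gives equal ranks the same value in every library. Mylpf, the regulatory light chain of fast myosin, stood at 28816 ± 446 TPM in control and 27898 ± 2853 TPM in exercise libraries (log2 fold change -0.05, adjusted p = 0.79 from limma, and 0.29 after quantile normalization). The 50 highest genes of a library held 62.1 and 59.0% of its TPM in the control group and 50.5 and 45.8% in the exercise group. The authors deposited 1 table of TPM. The submitters' processing notes name fastp, HISAT2, StringTie and the mouse genome build GRCm39, with no versions. The paper's methods name SeqPrep and Sickle for the reads, DEGseq for differential expression and Goatools for the Gene Ontology (GO). The library kit is given as Illumina Stranded mRNA Prep in the sample labels and as NEBNext Ultra RNA Library Prep in the paper. TPM sums to the same total in every library and keeps no read counts. The depth is therefore unknown, and DEGseq, a test on counts, was not run. The groups were compared with limma on log2(TPM + 1), a scale that understates the change of low genes. The 13288 genes with at least 1 TPM in at least 2 libraries were tested, with a Benjamini-Hochberg adjusted p under 0.05. Since a fall of abundant transcripts raises the TPM of all others, the comparison was repeated after median-of-ratios scaling, after quantile normalization and without the 50 genes of the highest mean TPM. Across genes, log2 values correlated at 0.980 between the control libraries, at 0.982 between the exercise libraries and at 0.940 to 0.947 between groups. With 2 libraries against 2, an exact permutation test cannot give a p below 0.333. The paper's text does not say whether each library came from 1 mouse, so the p-values measure the spread between these libraries, which can be technical.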

To investigate the underlying mechanisms governing the effects of exercise on adolescent skeletal muscle growth, we conducted RNA sequencing (RNA-seq) comparing TA from exercised mice to those from control mice. A total of 6972 (5873 upregulated and 1099 downregulated) differentially expressed genes (DEGs) were identified (Additional file 2: Table S1). 

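RNA of the fast glycolytic program was lower in the exercise libraries. Of 18 genes of glycolysis and glycogen metabolism, 16 fell and none rose (0 higher and 16 lower adjusted over the list alone, camera adjusted p = 6.7e-22, adjusted p = 0.73 with an estimated correlation), and after median-of-ratios scaling 18 were lower. Aldoa, which encodes muscle aldolase, stood at 13216 ± 1025 TPM in control and 5464 ± 496 TPM in exercise libraries (SD, n = 2 each, log2 fold change -1.27, standard error 0.149, adjusted p = 0.0028 from limma), and Pfkm, muscle phosphofructokinase, had a log2 fold change of -1.39. Of 14 fast contractile genes, 10 fell and none rose (0 higher and 10 lower adjusted over the list alone, camera adjusted p = 1.7e-14, adjusted p = 0.73 with an estimated correlation), among them Tnnt3, fast troponin T, at 31152 ± 1907 TPM in control and 16233 ± 1645 TPM in exercise libraries (12 lower after median-of-ratios scaling and 6 after quantile normalization, where Tnnt3 was not called, at -0.51). Of 15 slow and oxidative contractile genes, 10 rose and none fell (10 higher and 0 lower adjusted over the list alone, camera adjusted p = 0.46), including Tnni1, slow troponin I, at 959 ± 131 TPM in control and 2577 ± 293 TPM in exercise libraries (6 higher after median-of-ratios scaling). The set lay above the other genes after that scaling (camera adjusted p = 0.026) and after quantile normalization (0.031). With an estimated correlation, run on TPM as deposited alone, its camera adjusted p was 0.94. The exercise libraries differed widely in other members of this list: Myl2, the slow regulatory light chain, named after its values were seen, was at 67.5 and 198 TPM in control and 8.74 and 1872 TPM in exercise libraries. Without exercise replicate 2 the direction of the set turned (camera adjusted p = 0.66), and without exercise replicate 1 the set lay above the other genes (camera adjusted p = 0.0039). All 8 adipocyte markers tested fell (0 higher and 8 lower adjusted over the list alone, camera adjusted p = 2.6e-11, adjusted p = 0.73 with an estimated correlation), among them Cfd, which encodes adipsin. Cfd was at 38.9 and 174 TPM in control and 0.80 and 8.24 TPM in exercise libraries. Of 9 macrophage markers, 1 fell (0 higher and 1 lower adjusted over the list alone, camera adjusted p = 2.4e-05, adjusted p = 0.73 with an estimated correlation), which was Lyz2, lysozyme, with a log2 fold change of -1.16. Of 9 markers of fibro-adipogenic progenitors, the connective tissue precursors of muscle, none passed the test, while the set lay below the other genes (camera adjusted p = 8.0e-04, adjusted p = 0.77 with an estimated correlation). That call was lost after median-of-ratios scaling (camera adjusted p = 0.052) and without control replicate 1 (0.68). In all, 7344 genes were higher and 822 lower in the exercise libraries, of 13288 tested. The largest rises were in Gm48789 and Gm37750, listed at 0 in both control libraries and at 122 and 83.1 TPM on average in the exercise libraries. Gm48789 is a processed pseudogene, whose reads can be shared with its parent gene. The largest falls were in Car3, carbonic anhydrase 3, at 3667 and 5539 TPM in control and 60.0 and 724 TPM in exercise libraries, and in Cfd. Car3 is also among the 8 adipocyte markers, with control values far above those of the member Adipoq (8.06 and 38.4 TPM). Whether its RNA came from adipocytes was not tested. Eif2s3y, a gene of the Y chromosome, was at 0.30 and 0 TPM in control and 16.7 and 25.2 TPM in exercise libraries, and Xist, the RNA that silences an X chromosome in female cells, at 14.9 and 11.7 TPM in control and 0 and 0.07 TPM in exercise libraries. The paper's methods name male mice. The median log2 fold change of all tested genes was 0.53. Of the called genes 89.9% were higher, against 38.5% after median-of-ratios scaling (1403 higher and 2238 lower), 55.5% after quantile normalization (2178 and 1749) and 68.5% without the 50 highest genes (3334 and 1530). Without exercise replicate 2, 2622 genes were higher and 410 lower.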

Consistent with the aforementioned results, GO analysis of upregulated DEGs showed enriched GO terms including skeletal muscle tissue growth, regulation of myoblast proliferation, and positive regulation of myoblast fusion (Fig. 2a). Moreover, it was worth noting that GO terms including mRNA methylation and RNA methyltransferase were also enriched (Fig. 2a), indicating exercise might affect the RNA modification of adolescent skeletal muscle. 

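Regulators of muscle precursor cells were higher in the TA of the exercise group. Of 21 genes of satellite cells and myogenic regulation, 18 rose and 1 fell (18 higher and 1 lower adjusted over the list alone), with 10 higher and 2 lower after median-of-ratios scaling. Myog, which drives terminal myogenic differentiation, stood at 206 ± 28.9 TPM in control and 534 ± 34.1 TPM in exercise libraries (SD, n = 2 each, log2 fold change 1.37, standard error 0.143, adjusted p = 0.0028 from limma). Mef2c, a transcription factor of muscle genes, had a log2 fold change of 1.18, and Megf10, a receptor of satellite cells, of 1.31, and both stayed called after median-of-ratios scaling (0.55 and 0.71). The member that fell, named after its values were seen, was Myf6, a myogenic factor of mature fibers, at 104 ± 17.2 TPM in control and 67.2 ± 13.1 TPM in exercise libraries. As a set these genes lay above the others (camera adjusted p = 0.027, adjusted p = 0.79 with an estimated correlation). Of 27 cell cycle genes, 22 rose and none fell (23 higher and 0 lower adjusted over the list alone, camera adjusted p = 0.036, adjusted p = 0.73 with an estimated correlation), including Tyms, thymidylate synthase, at 1.49 ± 0.354 TPM in control and 5.62 ± 0.276 TPM in exercise libraries, and 4 were higher after median-of-ratios scaling (camera adjusted p = 0.0036 for the set). The call of the set was lost without control replicate 2 (camera adjusted p = 0.13). Of 14 basement membrane genes, 12 rose and none fell (12 higher and 0 lower adjusted over the list alone, camera adjusted p = 0.079), with 1 higher after median-of-ratios scaling. The set lay above the other genes after that scaling (camera adjusted p = 0.030) and after quantile normalization (0.034). With an estimated correlation, run on TPM as deposited alone, its camera adjusted p was 0.79. Nid2, which encodes nidogen 2, had a log2 fold change of 1.40. These rises stand beside the fall of the adipocyte markers in the same libraries. The GO terms were tested with the annotation that the table carries, in which 7155 of 12686 tested genes with any term (56.4%) were higher. Only genes annotated to a term directly were counted as its members, so the paper's terms can hold more genes. Skeletal muscle tissue growth had 3 genes tested, of which Chrna1 and Chrnd, subunits of the muscle acetylcholine receptor, rose and Crhr2, a receptor of corticotropin-releasing hormone, fell (one-sided Fisher's exact test, p = 0.60, adjusted p = 0.86). Of 4 genes of regulation of myoblast proliferation, 2 were higher (one-sided Fisher's exact test, p = 0.78, adjusted p = 0.86), and these were Neu1 and Zfp609. Of 15 genes of positive regulation of myoblast fusion, 7 were higher and 1 lower (one-sided Fisher's exact test, p = 0.85, adjusted p = 0.86). After median-of-ratios scaling 5 of the 15 were higher and 2 lower (adjusted p = 0.11, same test). The genes of these terms were named after their values were seen, and the adjustment covers the 10 terms of Fig. 2a that were found by name. With 56.4% of the background higher, a term of 3 or 4 genes could not pass this test even with all of them higher.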

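Nearly all genes annotated to mRNA methylation were higher in the exercise group, as were most genes of the muscle. Of 13 genes of this term that were tested, 12 rose and none fell, against 56.4% higher among all annotated genes (one-sided Fisher's exact test, p = 0.0064, adjusted p = 0.064). Besides m6A enzymes these are enzymes of the mRNA cap such as Cmtr1 and Pcif1 and tRNA methyltransferases such as Trmt6 and Trmt61a. Of 4 genes annotated to RNA methyltransferase activity, 3 rose (one-sided Fisher's exact test, p = 0.41, adjusted p = 0.86), and these were Mepce, Mettl3 and Trmt2a. With 4 genes this term could not pass even if all had risen. Only genes annotated to a term directly were counted here, while Fig. 2b names 24 genes for the paper's terms. The gene sets therefore differ from those of the paper. Genes of both terms are named here after their values were seen. After median-of-ratios scaling none of the 13 genes and none of the 4 was higher. A wider list of 54 other RNA methyltransferases, which act mostly on tRNA and rRNA, had 38 higher and none lower (40 higher and 0 lower adjusted over the list alone, camera adjusted p = 0.049, adjusted p = 0.79 with an estimated correlation). Trmt13, a tRNA methyltransferase, stood at 4.30 ± 0.0283 TPM in control and 10.2 ± 0.0849 TPM in exercise libraries (SD, n = 2 each, log2 fold change 1.08, standard error 0.140, adjusted p = 0.0030 from limma), while Emg1, an rRNA methyltransferase, had a log2 fold change of 0.25 that turned to -0.38 after median-of-ratios scaling. In that scaling 2 genes of the list were higher and 2 lower, and the set did not lie above the other genes (camera adjusted p = 0.34), nor did it without control replicate 1 (0.094). Of 13 readers and erasers of m6A, 10 rose and none fell (11 higher and 0 lower adjusted over the list alone, camera adjusted p = 0.11), with 3 higher and 2 lower after median-of-ratios scaling. The erasers Alkbh5 and Fto, named after their values were seen, had log2 fold changes of -0.10 and 0.42, neither called over all genes. After that scaling Alkbh5 was called lower, at -0.71, and Fto was not called, at -0.20. Igf2bp2, an m6A reader that stabilizes mRNA, stood at 4.90 ± 0.0424 TPM in control and 14.2 ± 0.375 TPM in exercise libraries (log2 fold change 1.37, and 0.80 after scaling), whereas the reader Ythdf1 had 0.58 and turned to -0.02. The call of the mRNA methylation term depends on the background, since against all annotated genes with TPM above 0 in any library its adjusted p was 3.9e-04 (Fisher's exact test). That background adds genes below the filter, which were not tested and could not be called higher. It therefore favours any term of expressed genes. From the enrichment of these terms, the paper proposes that exercise might affect RNA modification in adolescent skeletal muscle.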

In the DEGs list of these two GO terms, genes that were closely associated with m6A methylation were identified, including *Zc3h13*, *Mettl3*, and *Virma* (Fig. 2b). 

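Zc3h13, Mettl3 and Virma, which encode the zinc finger subunit, the catalytic subunit and a scaffold subunit of the m6A methyltransferase complex, were each higher in both exercise libraries than in both control libraries. Mettl3 (ENSMUSG00000022160) stood at 7.54 ± 0.643 TPM in control and 12.4 ± 0.707 TPM in exercise libraries (SD, n = 2 each, log2 fold change 0.66, standard error 0.144, adjusted p = 0.0096 from limma). Zc3h13 (ENSMUSG00000022000) stood at 6.77 ± 0.0566 TPM in control and 11.8 ± 0.693 TPM in exercise libraries (log2 fold change 0.71, standard error 0.139, adjusted p = 0.0067 from limma). Virma (ENSMUSG00000040720) stood at 4.75 ± 0.530 TPM in control and 9.73 ± 0.983 TPM in exercise libraries (log2 fold change 0.90, standard error 0.158, adjusted p = 0.0051 from limma). Of 9 m6A writers, 8 rose and none fell (9 higher and 0 lower adjusted over the list alone, camera adjusted p = 0.19), Cbll1 being the one that did not pass. Mettl14, the partner of Mettl3, had a log2 fold change of 0.65 (adjusted p = 0.0086 from limma), Wtap, the regulatory subunit, of 0.65 (adjusted p = 0.013) and Mettl16, a separate m6A methyltransferase, of 0.54 (adjusted p = 0.034). Relative to the median of all tested genes these changes were 0.13 for Mettl3, 0.18 for Zc3h13, 0.37 for Virma, 0.12 for Mettl14, 0.12 for Wtap and 0.01 for Mettl16. All 24 genes named in Fig. 2b were higher, with log2 fold changes from 0.58 to 1.36, the highest in Trmt10a, a tRNA methyltransferase. The study chose these genes on these samples, so the count is not independent evidence of their direction. After median-of-ratios scaling none of the 9 writers and 2 of the 24 genes, Trmt10a and Trmt13, passed the test. The log2 fold changes were then 0.08 for Mettl3, 0.14 for Zc3h13, 0.35 for Virma and -0.03 for Mettl16, which turned. Without exercise replicate 2, Mettl3 had a log2 fold change of 0.60 (adjusted p = 0.080 from limma).

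**Figure D1:**
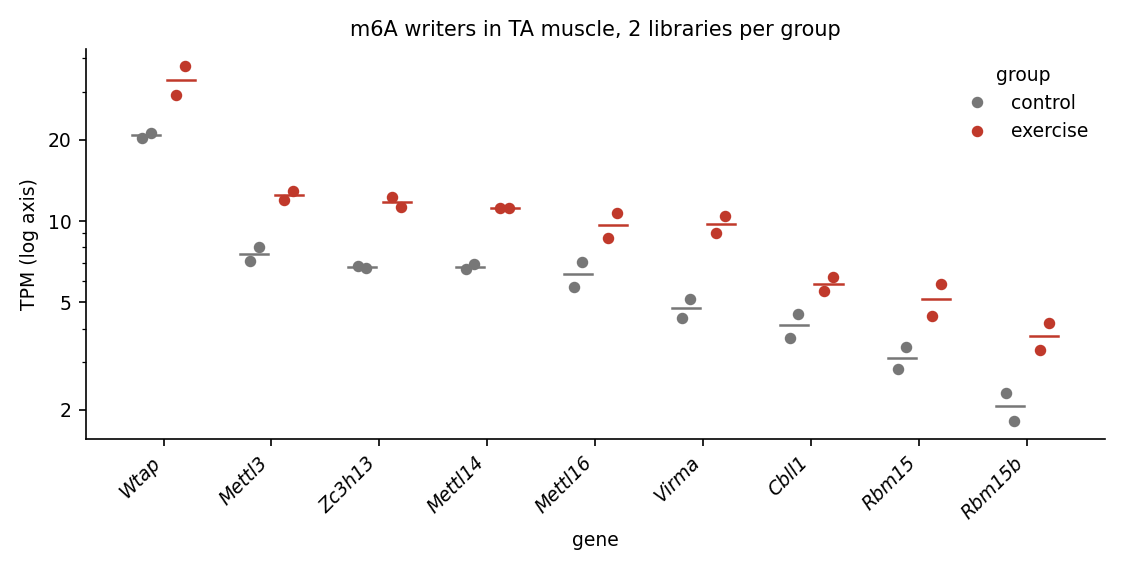
TPM (log axis) of the 9 m6A writers in TA muscle, with 1 point per library, 2 control (grey) and 2 exercise (red) libraries, and a line at each group's mean. Both exercise libraries lie above both control libraries for each gene in TPM as deposited, with Mettl3 at 7.09 and 8.00 against 11.9 and 12.9 TPM, while median-of-ratios scaling turns the direction of Mettl16 and Cbll1 and leaves no gene called.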

To validate the findings of RNA-seq, the m6A level in skeletal muscle was evaluated by dot blot assay, which revealed a substantial increase in global m6A methylation levels in adolescent mice following exercise (Fig. 2c, d). Furthermore, RT–qPCR confirmed the RNA-seq results that the expression of *Zc3h13*, *Mettl3*, and *Virma* in skeletal muscle was significantly increased in the exercise group (Fig. 2e). However, the expression levels of other methyltransferases, including *Mettl14*, *Mettl16*, and *Wtap*, did not show significant differences (Additional file 1: Fig. S2a).

**Fig. 2:**
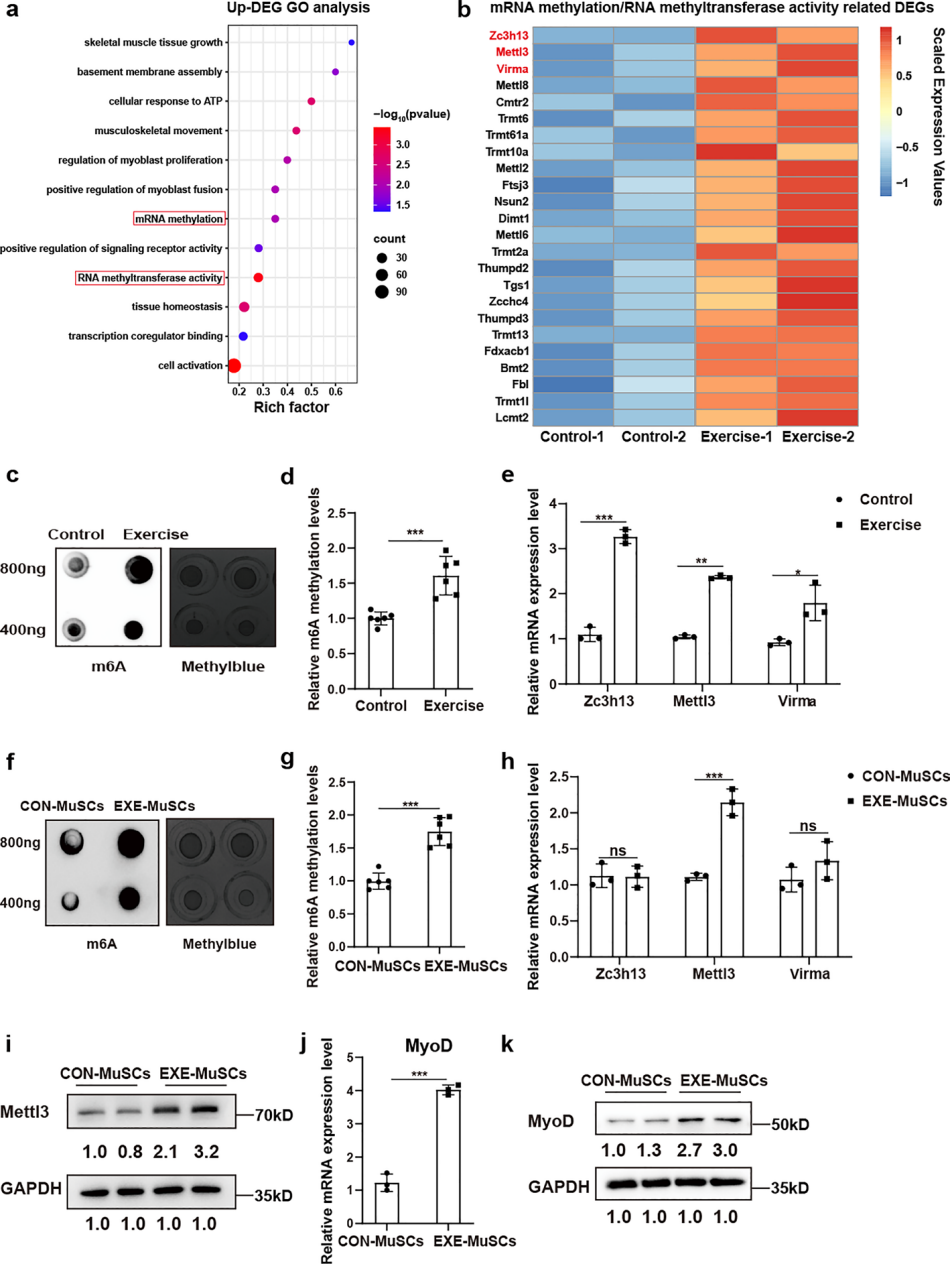
Exercise contributed to increased expression of Mettl3 and MyoD of MuSCs in adolescents. **a** Bubble chart of GO enrichment analysis of upregulated differentially expressed genes (DEGs) in tibialis anterior (TA) muscle from exercise mice when compared to those from control mice. **b** Heat map of differentially expressed genes (DEGs) associated with the GO terms of mRNA methylation and RNA methyltransferase activity between control and exercise mice. **c**, **d** Dot-blotting and quantification analysis for m6A methylation levels in tibialis anterior (TA) muscle between control and exercise mice. A twofold mass gradient of RNA samples was loaded. Methylene blue staining was used for loading controls (*n* = 3). **e** The relative mRNA expression of *Zc3h13*, *Mettl3*, and *Virma* in the tibialis anterior (TA) muscle between control and exercise mice (*n* = 3). **f**, **g** Dot-blotting and quantification analysis for m6A methylation levels of MuSCs isolated from control (CON-MuSCs) and exercise mice (EXE-MuSCs). Methylene blue staining was used as loading controls (*n* = 3). **h** The relative mRNA expression of *Zc3h13*, *Mettl3*, and *Virma* for MuSCs isolated from control (CON-MuSCs) and exercise mice (EXE-MuSCs) (*n* = 3). **i** The protein levels of Mettl3 and GAPDH for MuSCs isolated from control (CON-MuSCs) and exercise mice (EXE-MuSCs) (*n* = 3). **j** The relative mRNA expression of *MyoD* for MuSCs isolated from control (CON-MuSCs) and exercise mice (EXE-MuSCs) (*n* = 3). **k** The protein levels of MyoD and GAPDH for MuSCs isolated from control (CON-MuSCs) and exercise mice (EXE-MuSCs) (n = 3). Data are presented as mean ± SD. * *p* < 0.05, **p < 0.01, ***p < 0.001, ns indicates no significant changes

Since MuSC-dependent mechanisms could play a crucial role in adolescent skeletal muscle growth after exercise, we next investigated the potential effects of exercise for m6A methylation of MuSCs. Freshly sorted MuSCs were cultured in growth medium, followed by subsequent assays. Consistently, the dot-blot assay also revealed elevated m6A methylation levels in MuSCs after exercise (Fig. 2f,g). However, RT–qPCR showed that only the expression of *Mettl3* was upregulated (Fig. 2h, Additional file 1: Fig. S2b). The increased expression of Mettl3 in MuSCs from the exercise group was further corroborated by western blot analysis and immunofluorescence staining (Fig. 2i, Additional file 1: Fig. S2c,d). In addition, since the RNA-seq data also enriched GO terms associated with activation of MuSCs, we confirmed that the key activation marker MyoD was significantly upregulated in MuSCs from the exercise group by RT–qPCR, western blot analysis, and immunofluorescence staining (Fig. 2j,k; Additional file 1: Fig. S2e,f). Collectively, these findings suggest that exercise contributed to the increased expression of Mettl3 and MyoD of MuSCs in adolescents.

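In the RNA-seq of whole TA, Myod1 (ENSMUSG00000009471), the gene of MyoD, was higher in both exercise libraries than in both control libraries. It stood at 28.5 ± 3.26 TPM in control and 69.9 ± 7.72 TPM in exercise libraries (SD, n = 2 each, log2 fold change 1.27, standard error 0.148, adjusted p = 0.0028 from limma), and its log2 fold change was 0.64 after median-of-ratios scaling and 0.82 after quantile normalization, called in both. Pax7, the transcription factor that marks satellite cells, stood at 1.32 ± 0.276 TPM in control and 2.79 ± 0.0354 TPM in exercise libraries (log2 fold change 0.71, standard error 0.171, adjusted p = 0.013 from limma) and was not called after scaling (0.29). Of 3 genes annotated to the GO term cell activation, all were higher (one-sided Fisher's exact test, p = 0.18, adjusted p = 0.60), and these were Cst3, Fn1 and Timp1, named after their values were seen. These libraries hold the RNA of fibers, satellite cells and the other cells of the muscle together.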

### Mettl3-mediated m6A methylation is crucial for MyoD expression in MuSCs

Given that m6A methylation can regulate genes posttranscriptionally, we next investigated the potential role of Mettl3-mediated m6A methylation in regulating MyoD expression in MuSCs. MuSC-specific *Mettl3* KO mice were generated by intraperitoneal injection of tamoxifen into *Pax7-CreERT2*; *Mettl3*^*f/f*^ mice every 2 days for 1 week, starting at 2 weeks of age and ending at 3 weeks of age (Fig. 3a). MuSCs were isolated and sorted following established producers [26]. Knockout of Mettl3 in MuSCs was verified by immunofluorescence staining, RT–qPCR, and western blot analysis (Fig. 3b–e). Consistently, we observed decreased global m6A methylation levels in MuSCs from MuSC-specific *Mettl3* KO mice (Fig. 3f,g). Moreover, *Mettl3* knockout resulted in a reduced number of MyoD^+^ cells and lower expression levels of MyoD, indicating impaired activation of MuSCs (Fig. 3h–k). Collectively, these data suggest that Mettl3-mediated m6A methylation is crucial for MyoD expression in MuSCs.

**Fig. 3:**
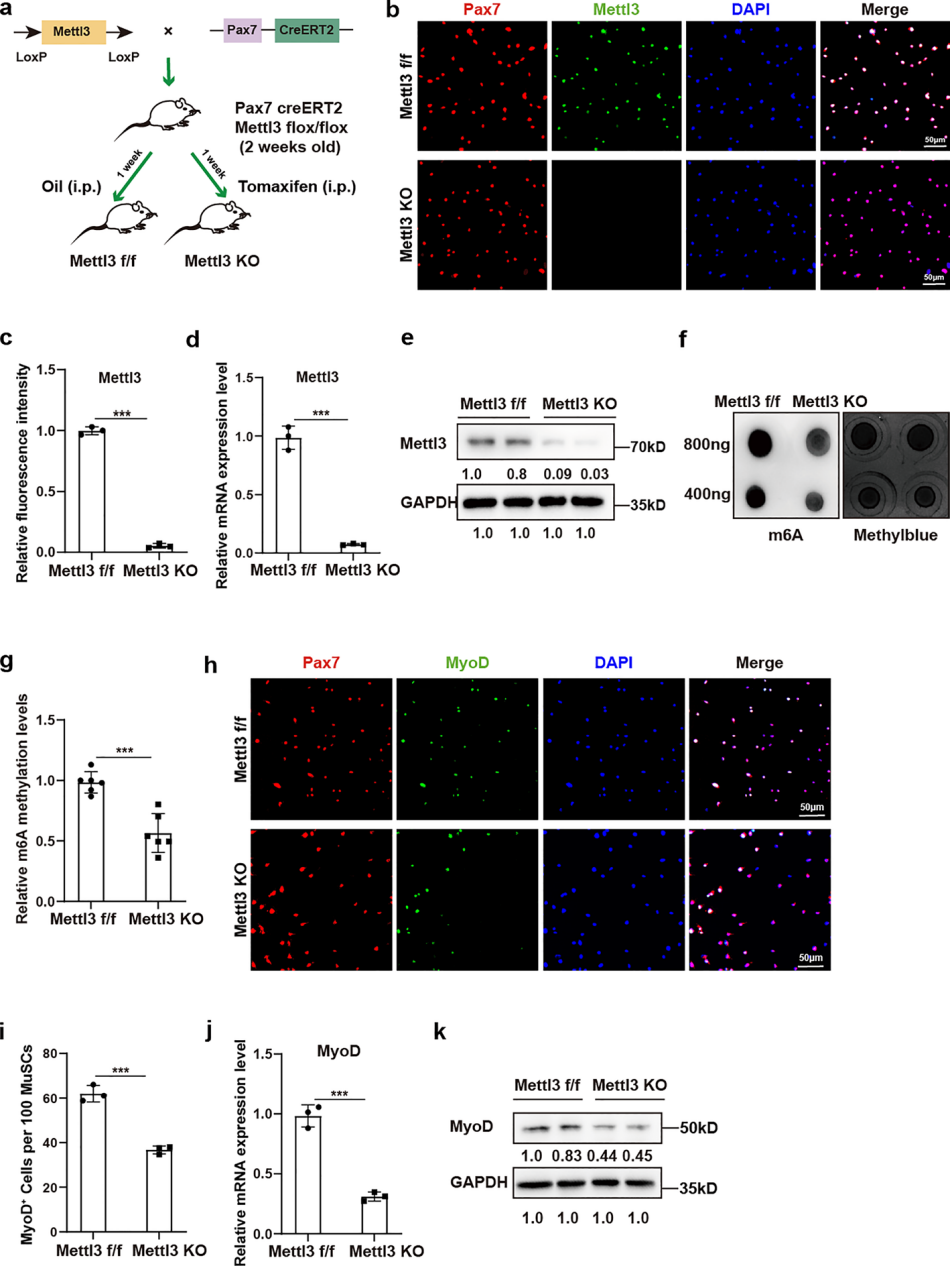
Mettl3-mediated m6A methylation is crucial for MyoD expression in MuSCs. **a** An illustration representing the generation of MuSC-specific *Mettl3* knockout (KO) mice. **b**, **c** Immunofluorescence staining of Mettl3 (green) and statistical analysis of fluorescence intensity in *Mettl3*^*f/f*^ and *Mettl3* KO MuSCs (*n* = 3). *Mettl3*^*f/f*^ and *Mettl3* KO MuSCs were respectively isolated from MuSC-specific *Mettl3*^*f/f*^ and *Mettl3* KO mice. Scale bar, 50 μm. **d** The relative mRNA expression of Mettl3 in *Mettl3*^*f/f*^ and *Mettl3* KO MuSCs (*n* = 3). **e** The protein levels of Mettl3 and GAPDH in *Mettl3*^*f/f*^ and *Mettl3* KO MuSCs (*n* = 4). **f**, **g** Dot-blotting and quantification analysis for m6A methylation levels in *Mettl3*^*f/f*^ and *Mettl3* KO MuSCs. A twofold mass gradient of RNA samples were loaded. Methylene blue staining was used for the loading controls (*n* = 3). **h**, **i** Immunofluorescence staining and qualification analysis of MyoD^+^ cells in *Mettl3*^*f/f*^ and *Mettl3* KO MuSCs (*n* = 3). Scale bar, 50 μm. **j** The relative mRNA expression of *MyoD* in *Mettl3*^*f/f*^ and *Mettl3* KO MuSCs (*n* = 4). **k** The protein levels of MyoD and GAPDH in *Mettl3*^*f/f*^ and *Mettl3* KO MuSCs (*n* = 3). Data are presented as mean ± SD. *p < 0.05, **p < 0.01, ***p < 0.001, ns indicates no significant changes

### Mettl3-mediated m6A methylation of MuSCs contributes to skeletal muscle growth in adolescents

The function of Mettl3-mediated m6A methylation of MuSCs for adolescent skeletal muscle growth was further investigated. Firstly, 2-week-old *Pax7-CreERT2*; *Mettl3*^*f/f*^ mice received intraperitoneal injections of tamoxifen (*Mettl3* KO) or oil vehicle (*Mettl3*^*f/f*^) every other day for 1 week. Skeletal muscles from MuSCs specific *Mettl3* KO and *Mettl3*^*f/f*^ mice were harvested at 3 weeks and 8 weeks of age, respectively (Fig. 4a). The MuSC- specific *Mettl3* KO mice exhibited significantly smaller skeletal muscle size and lower skeletal muscle weight at 8 weeks old (Fig. 4b–d), although there was no difference in these parameters at 3 weeks of age (Additional file 1: Fig. S3a–c). Immunofluorescence staining analysis of TA further revealed significantly smaller myofibers size in MuSC-specific *Mettl3* KO mice at 8 weeks of age (Fig. 4e,f), while no differences were observed at 3 weeks of age (Additional file 1: Fig. S3d,e). We also conducted an analysis of activated MuSCs in MuSC specific *Mettl3* KO and *Mettl3*^*f/f*^ mice aged 8 weeks in vivo. The immunofluorescence staining analysis of MyoD indicated that Mettl3 KO significantly decreased activation of MuSCs in vivo (Fig. 4e,g). Furthermore, MuSC-specific *Mettl3* KO mice also exhibited impaired muscle function, characterized by reduced twitch and tetanus force of TA (Fig. 4h,i). Taken together, these findings suggested that Mettl3-mediated m6A methylation of MuSCs contributes to increased expression of MyoD, and thus promotes skeletal muscle growth in adolescents.

**Fig. 4:**
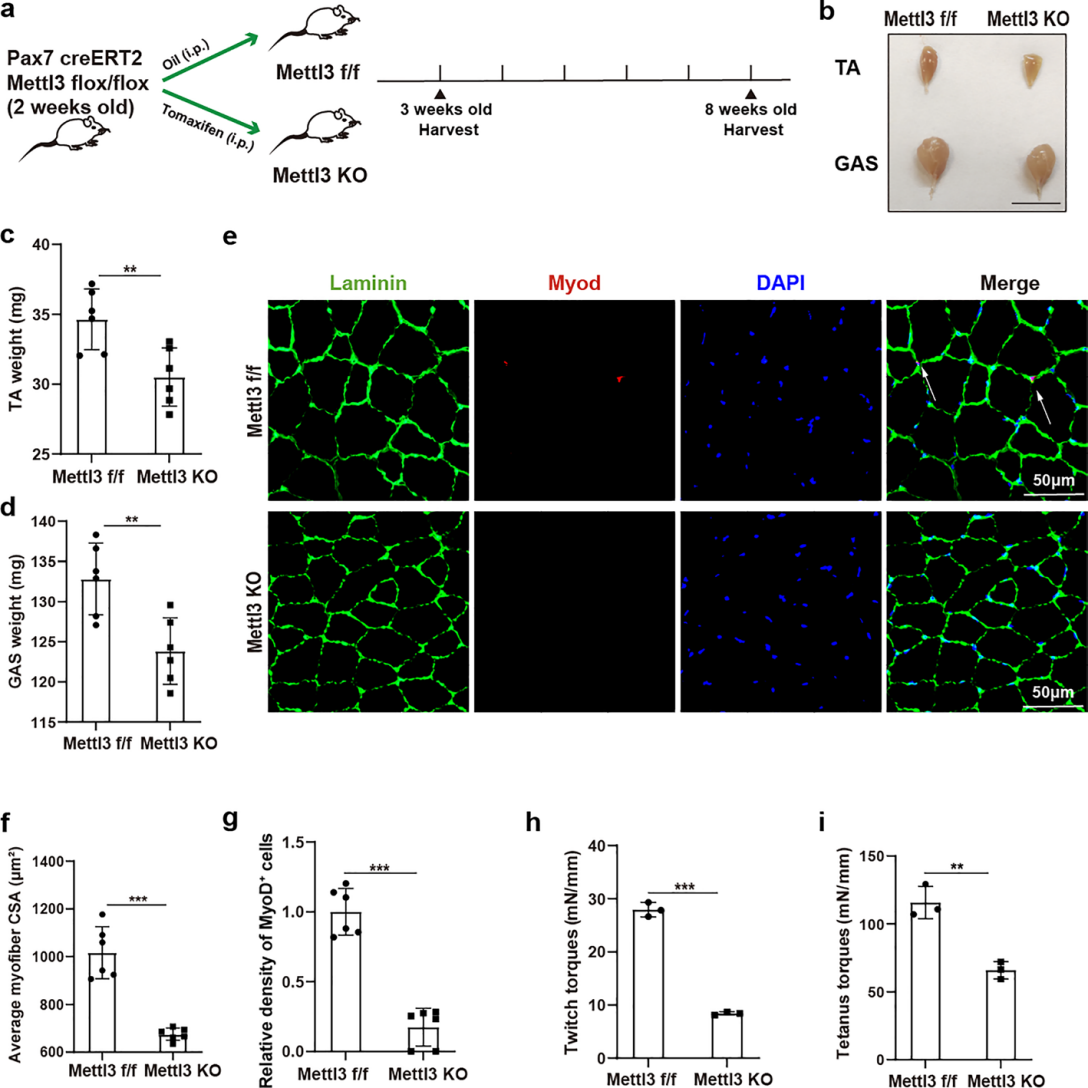
Mettl3-mediated m6A methylation of MuSCs contributes to skeletal muscle growth in adolescents. **a** Schematic representation for investigating Mettl3-mediated m6A methylation on skeletal muscle growth in adolescents. Skeletal muscle samples were collected from MuSC-specific *Mettl3*^*f/f*^ and *Mettl3* KO mice at 3 weeks old and 8 weeks old, respectively. **b** Gross appearance of tibialis anterior (TA) muscle and gastrocnemius (GAS) muscle of MuSCs specific *Mettl3*^*f/f*^ and *Mettl3* KO mice at 8 weeks old. Scale bar, 1 cm. **c**, **d** Statistical analysis for the weight of tibialis anterior (TA) muscle and gastrocnemius (GAS) muscle of MuSC-specific *Mettl3*^*f/f*^ and *Mettl3* KO mice at 8 weeks old (*n* = 6). **e** Immunofluorescence staining of Laminin (green) and MyoD (red) of tibialis anterior (TA) muscle of MuSCsspecific *Mettl3*^*f/f*^ and *Mettl3* KO mice at 8 weeks old (*n* = 6). Scale bar, 50 μm. **f** Statistical analysis of the average cross-sectional area (CSA) of myofibers in tibialis anterior (TA) muscle from MuSC-specific *Mettl3*^*f/f*^ and *Mettl3* KO mice at 8 weeks old (*n* = 6). **g** Statistical analysis of density of MyoD^+^ cells (activated MuSCs) in tibialis anterior (TA) muscle from MuSC-specific *Mettl3*^*f/f*^ and *Mettl3* KO mice at 8 weeks old (*n* = 6). **h**, **i** Contraction abilities (twitch and tetanus torque) of tibialis anterior (TA) muscle in MuSC-specific *Mettl3*^*f/f*^ and *Mettl3* KO mice at 8 weeks old (*n *= 3). Data are presented as mean ± SD. *p < 0.05, **p < 0.01, ***p < 0.001, ns indicates no significant changes

### Mettl3-mediated m6A methylation regulates the stability of *MyoD* mRNA at the posttranscriptional level in MuSCs

To characterize the detailed mechanism of how m6A methylation regulated MyoD, we first applied SRAMP (Sequence-based RNA Adenosine Methylation Site Predictor, http://www.cuilab.cn/sramp) to predict the abundance of m6A methylation loci on MyoD. A total of 21 potential loci were identified along the full length of MyoD (Additional file 1: Fig. S4a). To determine the effective m6A methylation segments within MyoD, we formulated six primer pairs to amplify discrete regions of the MyoD sequence, targeting potential sites with high and very high confidence. MyoD-seg1 contained the 1st, 2nd, and 3rd potential m6A methylation sites; MyoD-seg2 contained the 4^th^ and 5th potential m6A methylation sites; MyoD-seg3 contained the 6 and 7th potential m6A methylation sites; MyoD-seg4 contained the 8th and 9th potential m6A methylation sites; MyoD-seg5 contained the 10th potential m6A methylation site; MyoD-seg6 contained the 11th potential m6A methylation site (Fig. 5a). MeRIP–qPCR results revealed that only the MyoD-seg3 (including the 6th and 7th potential m6A methylation sites located in the CDS region of MyoD) displayed a high level of m6A methylation in *Mettl3*^*f/f*^ MuSCs, while a notable decrease in m6A methylation levels on MyoD was detected in *Mettl3* KO MuSCs (Fig. 5b). Then, the luciferase assay was performed to verify the the 6th and 7th potential m6A methylation sites (228 bp A and 234 bp A). Specifically, wild-type (WT) MyoD-CDS, mutant of the 6th potential site (Mut1: GGAC to GGGC), or mutant of the 7th potential site (Mut2: AGAC to AGGC) MyoD-CDS was individually inserted behind the F-luc coding region in luciferase reporter plasmids (Fig. 5c). After transfection with MyoD-CDS-WT or MyoD-CDS-Mut1 reporter plasmids, a significant decrease in luciferase activity in *Mettl3* KO MuSCs was found when compared to that in *Mettl3*^*f/f*^ MuSCs (Fig. 5d). This indicates that the 6th site was not the valid m6A methylation site. In contrast, there was no significant difference of luciferase activity between *Mettl3* KO and *Mettl3*^*f/f*^ cells when transfected with the MyoD-CDS-Mut2 reporter plasmid (Fig. 5d), suggesting that the 7th potential m6A methylation site of MyoD (234 bp A) functioned as the valid site governing MyoD m6A methylation levels. Furthermore, we also conducted unbiased MeRIP-seq analysis according to data of muscle stem cell-specific *Mettl3* KO and WT MuSCs obtained from GEO (GSE169432) [31]. The m6A methylation peak calling was performed by algorithm exomePeak. The results confirmed that MyoD was modified by m6A methylation, showing a significant decrease in m6A enrichment in the region of chromosome 7 from positions 46,376,530 to 46,376,749, which corresponded to gene sequence positions 57 bp to 276 bp (Additional file 1: Fig. S4b, c). Since the functional m6A modification site 234 bp A found in our study was also located in this region, m6A-seq analysis further supports our findings.

**Fig. 5:**
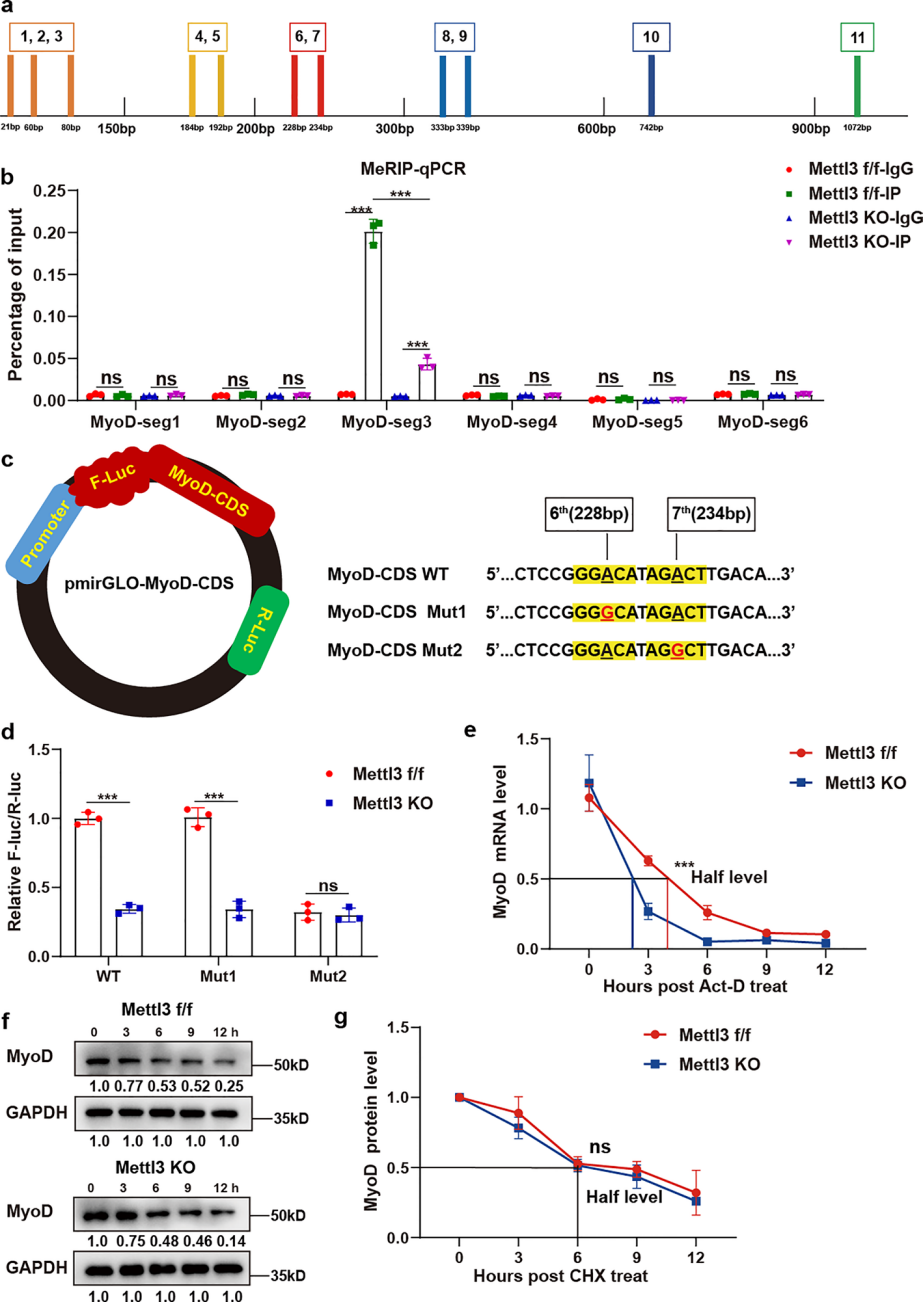
Mettl3-mediated m6A methylation regulated the stability of MyoD mRNA at the posttranscriptional level in MuSCs. **a** Schematic representation of potential m6A methylation sites in MyoD mRNA predicted by SRAMP. The MyoD mRNA sequence was divided into six segments according to the potential m6A methylation sites, encompassing solely those with high-confidence sites and very high-confidence sites. **b** MeRIP–qPCR results of six segments in MyoD. MeRIP–qPCR analysis was performed to detect the m6A enrichment of six segments between the anti-IgG group and anti-m6A group in *Mettl3*^*f/f*^ and *Mettl3* KO MuSCs (*n* = 3). **c** Schematic representation of luciferase reporter assays. Wild-type (WT) MyoD-CDS, mutant of the 6th potential site (Mut1: GGAC to GGGC), or mutant of the 7th potential site (Mut2: AGAC to AGGC) MyoD-CDS was individually inserted behind the F-luc coding region in luciferase reporter. **d** The result of relative luciferase activity. The relative luciferase activity was defined as the ratio of Firefly luciferase activity to Renilla luciferase activity (*n* = 3). **e** mRNA stability assay. *Mettl3*^*f/f*^ and *Mettl3* KO MuSCs were treated with actinomycin D (Act-D), and *MyoD* mRNA expression of *Mettl3*^*f/f*^ and *Mettl3* KO MuSCs were analyzed at the indicated time (*n* = 3). **f**, **g** Protein stability assay. *Mettl3*^*f/f*^ and *Mettl3* KO MuSCs were treated with cycloheximide (CHX), and protein expression of MyoD and GAPDH were analyzed at the indicated time by western blot analysis (*n* = 3). Data are presented as mean ± SD. *p < 0.05, **p < 0.01, ***p < 0.001, ns indicates no significant changes

Next, we assessed the effects of Mettl3-mediated methylation on the expression of MyoD. We constructed plasmids encoding WT or mutant MyoD CDS (with a mutation at the 234 bp position where A was changed to G), and they were transfected into *Mettl3*^*f/f*^ or *Mettl3* KO MuSCs. The results showed that in *Mettl3*^*f/f*^ MuSCs, the mutation led to a significant decrease in the expression level of MyoD (Additional file 1: Fig. S4d–f). In *Mettl3* KO MuSCs, due to the absence of Mettl3 for m6A methylation, there was no significant difference in expression level of MyoD between the mutated and WT groups (Additional file 1: Fig. S4d–f). Combined, these results underscored that this m6A methylation site contributed to the expression level of MyoD.

To further investigate how Mettl3-mediated m6A methylation regulated the expression of MyoD, mRNA and protein stability assays were performed. Both *Mettl3*^*f/f*^ and *Mettl3* KO MuSCs were treated with Act-D or CHX to block global transcription or translation, respectively. The results unveiled a significantly shorter half-life of *MyoD* mRNA in *Mettl*3 KO MuSCs (Fig. 5e). However, no significant difference in the half-life of MyoD protein was observed between *Mettl3*^*f/f*^ and *Mettl3* KO MuSCs as detected by western blot analysis (Fig. 5f,g). Taken together, these findings indicated that Mettl3-mediated m6A methylation regulated *MyoD* mRNA stability at the posttranscriptional level in MuSCs.

### Increased expression of MyoD could contribute to myogenesis of adolescent MuSCs

We then explore the role of increased MyoD in MuSCs for exercise-induced muscle growth. It has been widely acknowledged that MyoD is an activator of differentiation-specific genes [32, 33]. The overexpression plasmid encoding MyoD was first transfected into MuSCs from adolescent mice and overexpression of MyoD was confirmed by RT–qPCR and western blot (Fig. 6a, b). Then, myogenic induction was performed in myogenic differentiation medium for 24 h. After differentiation, a significantly increased fusion index and larger myotube diameter were identified in the MyoD overexpression group (Fig. 6c–e). In addition, the expression level of genes marking differentiation such as *Myh1* and *Mck* were significantly upregulated in the MyoD overexpression group (Fig. 6f). These data indicate that increased expression of MyoD could significantly promote the myogenic differentiation for MuSCs isolated from adolescent mice. During the myogenic differentiation program, MyoG would be activated by MyoD and subsequently play a major role in terminal myogenic differentiation [33–35]. The staining of MyoD and MyoG found that there were significantly increased MyoD^+^/MyoG^+^ myocytes in skeletal muscle after exercise (Fig. 6g,h), indicating that MuSCs with increased MyoD caused by exercise further progressed into the late myogenic differentiation program for myotube formation and skeletal muscle growth. Since the MyoD–Myomixer/Myomaker axis determines the process of myotube formation [36, 37], the potential change in Myomixer and Myomaker by exercise was evaluated. Both the RNA-seq data and RT–qPCR analysis showed significantly increased expression of these two key fusogenic regulators in adolescent skeletal muscle after exercise (Fig. 6i,j), indicating the activation of the MyoD–Myomixer/Myomaker axis caused by exercise. Thus, these data, combined with published findings, demonstrate that exercise could increase the expression of MyoD of MuSCs, and then promote the myogenic differentiation program and muscle growth for adolescents.

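Mymk and Mymx, which encode the fusogens Myomaker and Myomixer of the myoblast membrane, were both higher in the TA of the exercise group. Mymk (ENSMUSG00000009214) stood at 155 ± 12.3 TPM in control and 420 ± 21.0 TPM in exercise libraries (SD, n = 2 each, log2 fold change 1.43, standard error 0.126, adjusted p = 0.0028 from limma), 2.71 times as high. Mymx (ENSMUSG00000079471) stood at 24.4 ± 1.19 TPM in control and 65.0 ± 1.75 TPM in exercise libraries (log2 fold change 1.38, standard error 0.123, adjusted p = 0.0028 from limma), 2.67 times as high. Of 17 genes of myoblast fusion, 13 rose and none fell (13 higher and 0 lower adjusted over the list alone), and 9 were higher and none lower after median-of-ratios scaling. Cav3, caveolin 3 of the muscle membrane, had a log2 fold change of 1.18, and 0.54 after that scaling. The set lay above the other genes (camera adjusted p = 0.0097, adjusted p = 0.73 with an estimated correlation). Mymk and Mymx kept their calls in each scaling and without each library in turn. Their log2 fold changes were 0.80 and 0.76 after median-of-ratios scaling, 1.07 and 0.92 after quantile normalization and 1.04 and 1.00 without the 50 highest genes.

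**Figure D2:**
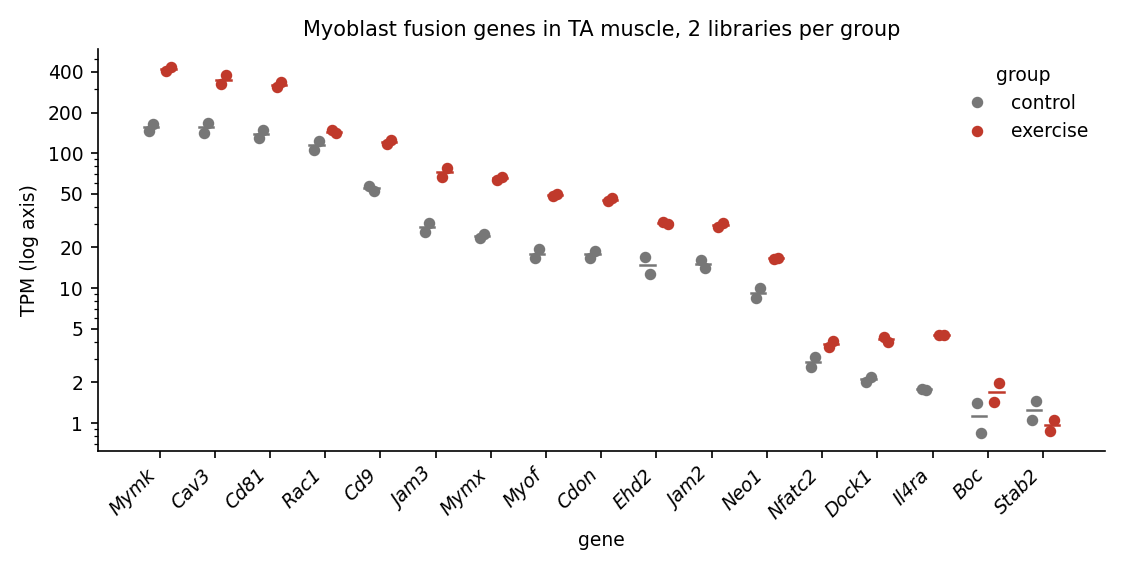
TPM (log axis) of the 17 myoblast fusion genes tested in TA muscle, with 1 point per library, 2 control (grey) and 2 exercise (red) libraries, and a line at each group's mean. For Mymk the control libraries lie at 146 and 164 TPM and the exercise libraries at 405 and 435 TPM, and after median-of-ratios scaling Rac1, Nfatc2 and Boc turn in direction, none of them called.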

**Fig. 6:**
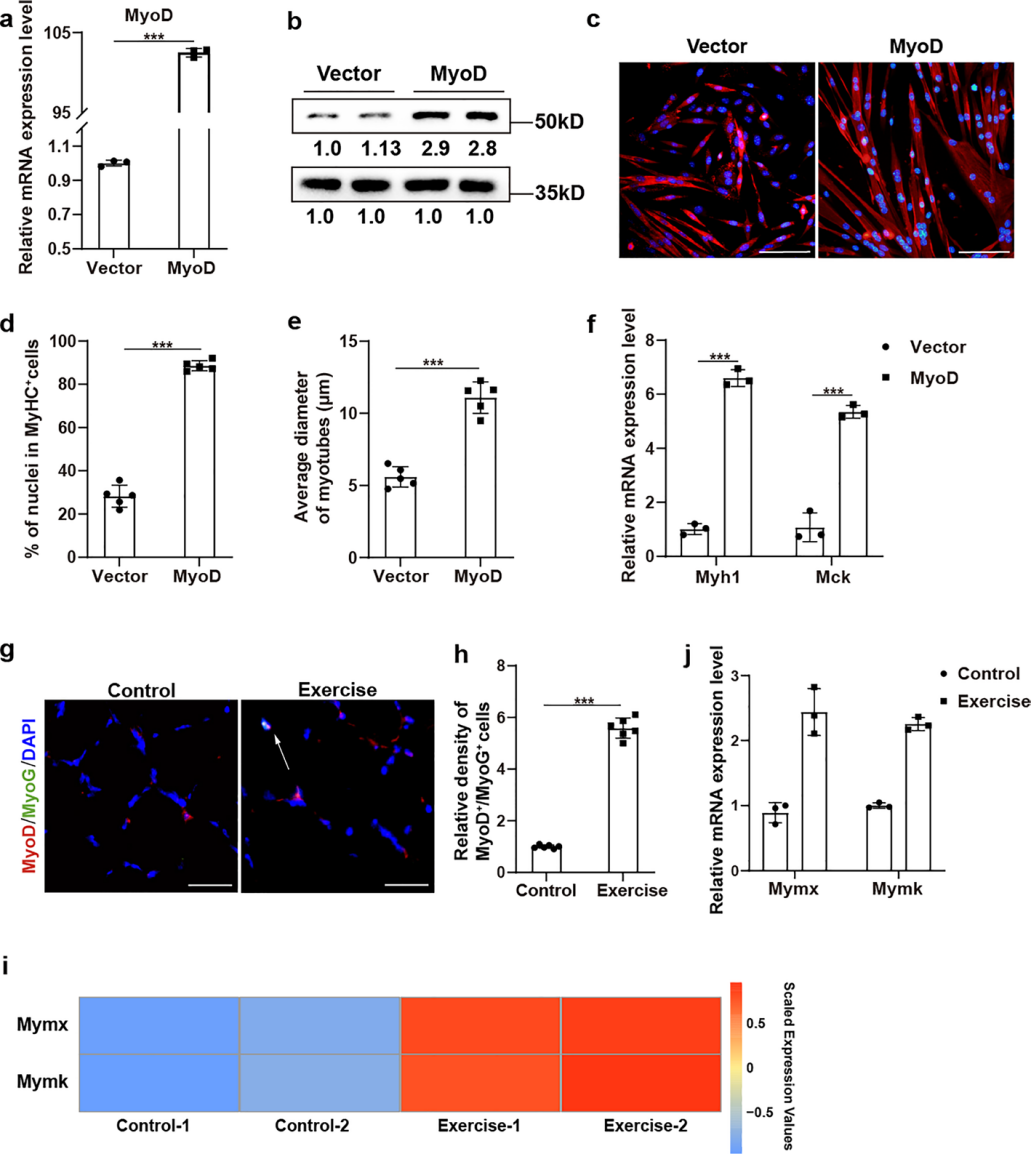
Increased expression of MyoD could contribute to myogenesis of adolescent MuSCs. **a** The relative mRNA expression of *MyoD* in adolescent MuSCs after transfected with pcDNA-MyoD-WT (MyoD) or empty plasmid (vector) (*n* = 3). **b** The protein levels of MyoD and GAPDH in adolescent MuSCs after transfection with pcDNA-MyoD-WT (MyoD) or empty plasmid (vector) (*n* = 4). **c** Immunofluorescence staining of MyHC (red) with differentiated adolescent MuSCs. Adolescent MuSCs were differentiated for 24 h after transfection with pcDNA-MyoD-WT (MyoD) or empty plasmid (vector). Nuclei were labeled with DAPI. Scale bars, 50 μm. **d** Statistical analysis of the average diameter of myotubes from differentiated adolescent MuSCs transfected with pcDNA-MyoD-WT (MyoD) or empty plasmid (vector) (*n* = 5). **e** Statistical analysis of the differentiation efficiency for adolescent MuSCs transfected with pcDNA-MyoD-WT (MyoD) or empty plasmid (vector) (*n* = 5). **f** The relative mRNA expression of *Myh1* and *Mck* in differentiated adolescent MuSCs transfected with pcDNA-MyoD-WT (MyoD) or empty plasmid (vector) (*n* = 3). **g** Immunofluorescence staining of MyoD (red) and MyoG (green) in tibialis anterior (TA) muscle from control and exercise mice at 8 weeks old. Scale bar, 25 μm. **h** Statistical analysis of MyoD^+^/MyoG^+^ cells in tibialis anterior (TA) muscle from control and exercise mice at 8 weeks old (*n* = 6). **i** Heat map of expression of Mymx and Mymk between control and exercise mice. **j** The relative mRNA expression of *Mymx* and *Mymk* in tibialis anterior (TA) muscle from control and exercise mice at 8 weeks old (*n* = 3). Data are presented as mean ± SD. *p < 0.05, **p < 0.01, ***p < 0.001, ns indicates no significant changes

### Methyl donor betaine induces MuSCs activation and promotes skeletal muscle growth in adolescent mice

It has been reported that the methyl donor betaine could positively regulate m6A methylation levels and enhance myogenic differentiation in murine myoblasts [38]. Considering the significant role of m6A methylation for MuSCs discovered in the current study, 0.2 M betaine was added to the growth medium of MuSCs to explore its effect. m6A dot-blot analysis revealed increased levels of m6A methylation in MuSCs after treatment with betaine (Fig. 7a,b). Additionally, betaine treatment contributed to the elevated expression of MyoD in MuSCs, which was confirmed by RT–qPCR and western blot analysis (Fig. 7c,d). These data indicate the potential positive effects of betaine on MuSCs in vitro.

**Fig. 7:**
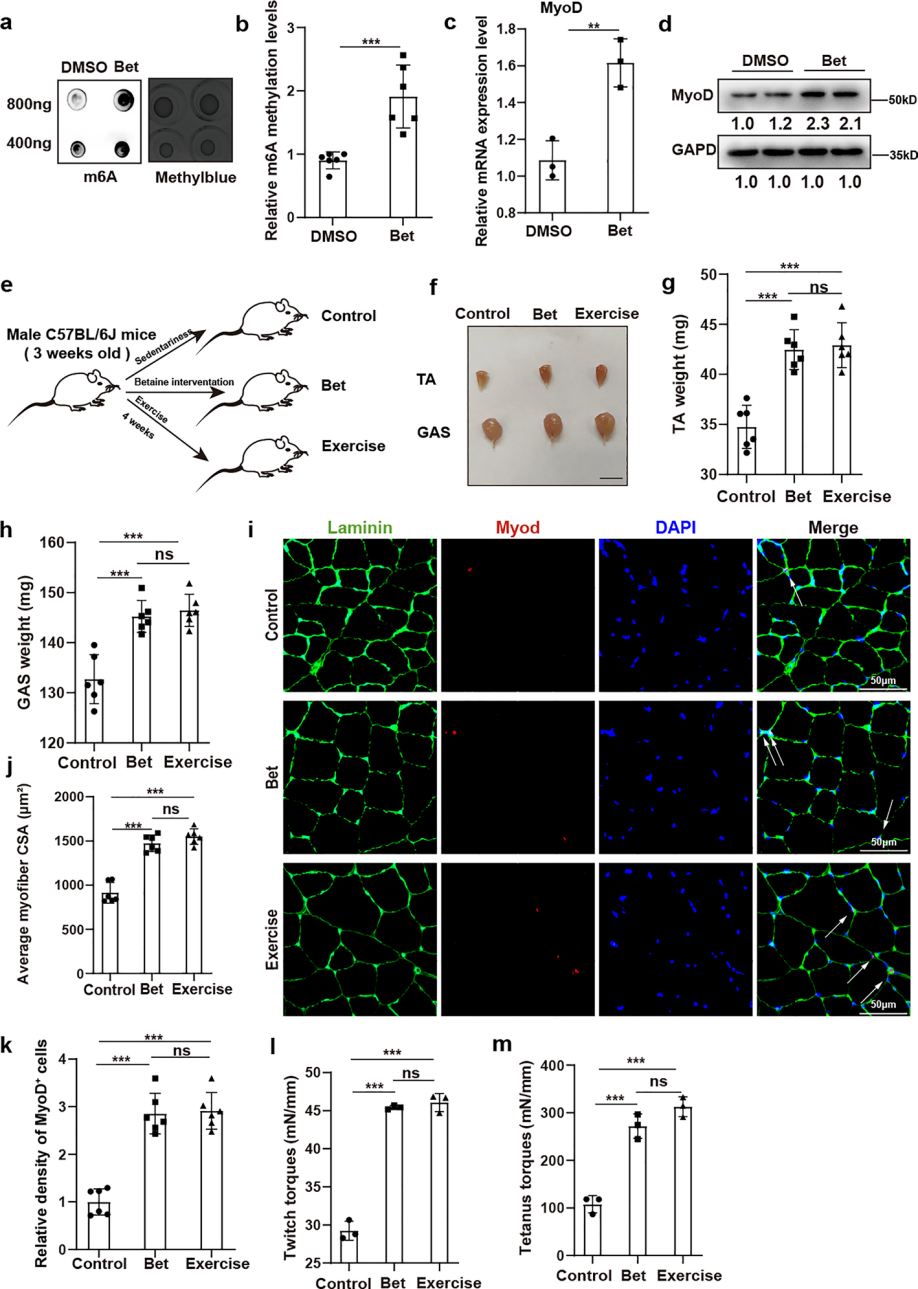
Methyl donor betaine induced MuSCs activation and promoted skeletal muscle growth in adolescent mice. **a**, **b** Dot-blotting and quantification analysis for m6A methylation levels in MuSCs with treatment of dimethyl sulfoxide (DMSO) or betaine (bet) (*n* = 3). Twofold mass gradient of RNA samples were loaded. Methylene blue staining was used as loading controls. **c** The relative mRNA expression of *MyoD* in MuSCs with treatment of DMSO (DMSO) or betaine (bet) (*n* = 3). **d** The protein levels of MyoD and GAPDH in MuSCs with treatment of DMSO (DMSO) or betaine (bet) (*n* = 4). **e** An illustration representing the experimental design. Three-week-old mice were randomly assigned to the control group (control), betaine intervention group (bet), or exercise group (exercise). Skeletal muscles from the three groups were harvested after 4 weeks. **f** Gross appearance of tibialis anterior (TA) muscle and gastrocnemius (GAS) muscle in control group (control), betaine intervention group (bet), and exercise group (exercise). Scale bar, 1 cm. **g**, **h** Statistical analysis for the weight of tibialis anterior (TA) muscle and gastrocnemius (GAS) muscle in control group (control), betaine intervention group (bet), and exercise group (exercise) (*n* = 6).** i** Immunofluorescence staining of Laminin (green) and MyoD (red) of the tibialis anterior (TA) muscle in control group (control), betaine intervention group (bet) and exercise group (exercise). Scare bar, 50 μm. j Statistical analysis for the average cross-sectional area (CSA) of myofibers in tibialis anterior (TA) muscle from control group (control), betaine intervention group (bet) and exercise group (exercise) (*n* = 6). **k** Statistical analysis of density of MyoD^+^ cells (activated MuSCs) in tibialis anterior (TA) muscle from control group (control), betaine intervention group (bet), and exercise group (exercise) (*n* = 6). **l**, **m** Contraction abilities (twitch and tetanus torque) of tibialis anterior (TA) muscle from control group (control), betaine intervention group (bet), and exercise group (exercise) (*n* = 3). Data are presented as mean ± SD. *p < 0.05, **p < 0.01, ***p < 0.001, ns indicates no significant changes.

We then investigated the effects of betaine on adolescent skeletal muscle growth in vivo. Mice aged 3 weeks were randomly assigned to three groups: control group (control), betaine intervention group (bet), or exercise group (exercise) (Fig. 7e). The betaine group referred to mice receiving drinking water supplemented with 2% betaine (w/v) over a period of 4 weeks. Mice in the exercise group underwent treadmill training for 45 min at a speed of 12 m/min each day, also spanning 4 weeks, while control mice remained sedentary with regular water. After 4 weeks, the betaine and exercise groups displayed enlarged gross morphology of TA and GAS muscles compared to the control group (Fig. 7f). Furthermore, the weight of TA and GAS muscles markedly increased in both the betaine and exercise groups (Fig. 7g,h). Consistently, larger myofibers size were also observed in both the betaine and exercise groups via immunofluorescence staining of Laminin in TA (Fig. 7i,j). Immunofluorescence staining of MyoD further demonstrated more activated MuSCs in both the betaine-treated and exercise mice in vivo (Fig. 7i,k). Furthermore, improved muscle function, as indicated by enhanced contraction ability, was also found in both the betaine and exercise mice (Fig. 7l,m). It was worth noting that the beneficial effects of betaine intervention on adolescent skeletal muscle growth were comparable to exercise. These results highlight the potential of the methyl donor betaine as an effective nutritional supplement and a viable alternative to exercise for improving adolescent skeletal muscle growth.

## Discussion

Our study demonstrated that exercise during adolescence first contributed to upregulation of Mettl3 in MuSCs, which further increased the expression level of the activation marker MyoD through m6A methylation. This process was achieved by maintaining the stability of MyoD mRNA with a functional site at 234 bp A. The increased activation of MuSCs promoted skeletal muscle growth in adolescents. Additionally, the methyl donor betaine could be a substitute for exercise to promote adolescent skeletal muscle growth by directly increasing the global levels of m6A methylation (Fig. 8).

**Fig. 8:**
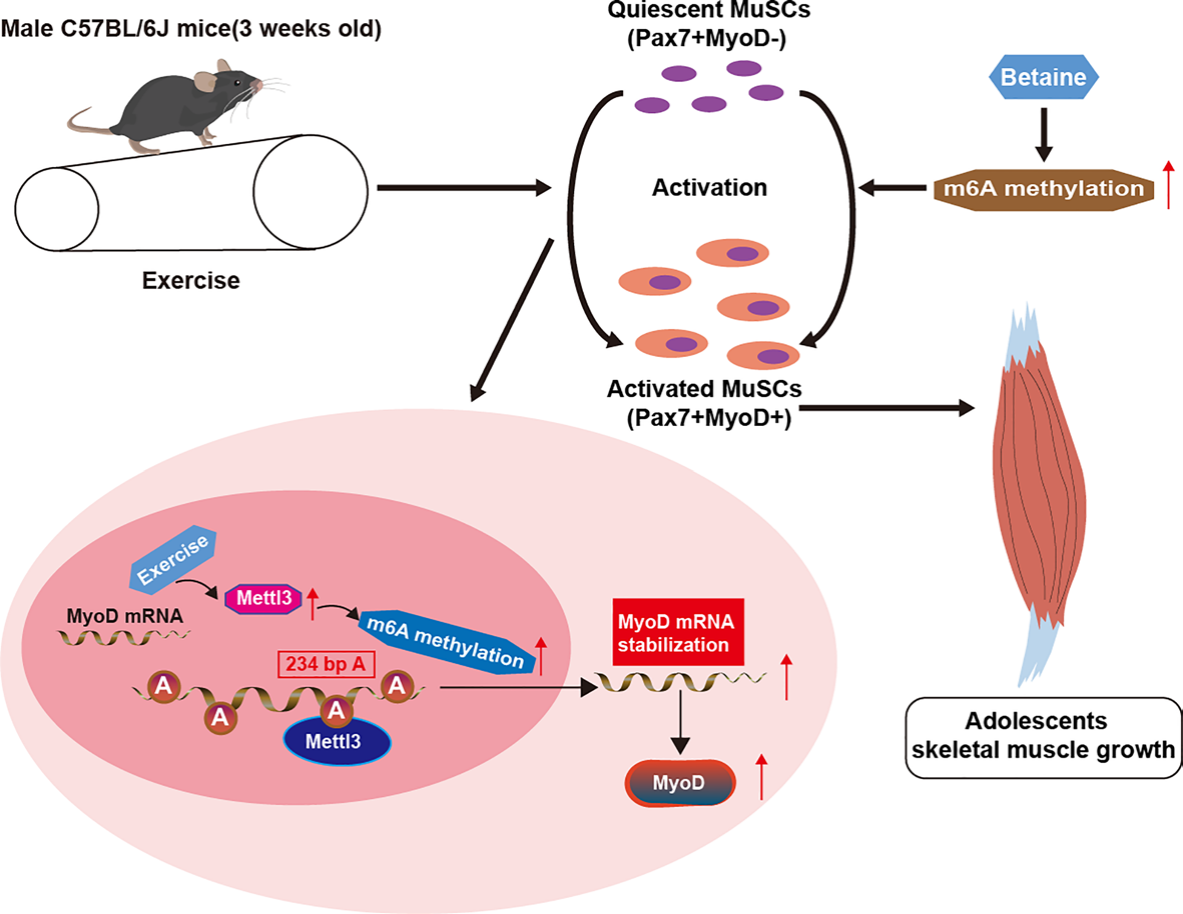
Schematic diagram of the current study. Exercise in adolescents first contributed to the upregulation of Mettl3 in MuSCs, which further increased the expression level of the activation marker MyoD by m6A methylation. This process was achieved by maintaining the stability of *MyoD* mRNA with a functional site at 234 bp A. The increased activation of pubertal MuSCs promoted adolescent skeletal muscle growth. Additionally, the methyl donor betaine could be a potential alternative to exercise in promoting adolescent skeletal muscle growth by directly augmenting the global levels of m6A methylation

It has been reported that several environmental factors affect adolescent skeletal muscle growth, while physical activity could be one of the key contributors [39–41]. Appropriate physical activity improves skeletal muscle fitness in adolescents, encompassing both muscular strength and endurance [42]. Hao et al. demonstrated that physical activity was positively correlated with adolescent skeletal muscle mass index [43]. Yoshitake Cho et al. highlighted the potential of endurance exercise training to reshape adolescent skeletal muscle, alter the metabolic and contractile characteristics, and heighten mitochondrial oxidative capacity [44]. Adequate skeletal muscle growth during adolescence could exhibit long-term effects on body composition, greatly contributing to overall quality of life [39]. However, studies have revealed that approximately 80% of school-going adolescents failed to meet recommended physical activity levels, largely attributed to the ubiquitous use of electronic devices and a lack of exercise motivation [45, 46]. Insufficient physical activity may impair skeletal muscle growth, consequently increasing the risk of metabolic disorders and cardiovascular diseases among adolescents [47, 48]. Therefore, it is necessary to focus on skeletal muscle health and explore effective strategies to foster skeletal muscle growth in adolescents.

It has been shown that MuSCs are indispensable for skeletal muscle growth during adolescence [3]. The transition from quiescence to activation in MuSCs and the subsequent formation of myofibers represent pivotal steps in myogenesis, with MyoD playing a crucial role [7, 49–51]. Exercise serves as a common mechanical stimulus to investigate the effects on skeletal muscle homeostasis and the associated fundamental molecular mechanisms. There is evidence suggesting that exercise can effectively activate MuSCs in adults and the elderly. For instance, Chen et al. uncovered the positive impact of exercise on physiological muscle hypertrophy in adults by modulating mitochondrial metabolism in MuSCs [9]. Moreover, exercise can mitigate the adverse consequences of sarcopenia in the elderly by reactivating MuSCs [13]. Nevertheless, the influence of exercise on adolescent skeletal muscle remains unclear, and the associated cells and molecular mechanisms need to be comprehensively elucidated.

An essential finding of this study is that exercise could promote skeletal muscle growth in adolescents by increasing Mettl3-mediated m6A methylation of MyoD. Several studies have examined the role of m6A methylation in the proliferation and differentiation of primary MuSCs and C2C12 myoblasts [22, 52, 53]. Although a previous study indicated that there could be m6A modification sites in MyoD mRNA of C2C12 myoblasts [23], results from some other investigations seem contradictory [22, 53]. Qiao et al. emphasized the importance of the m6A reader YTHDC1 in MuSC activation and proliferation, showing that YTHDC1 regulated mRNA splicing and nuclear export through an m6A-dependent manner [53]. However, MyoD was not identified as a target of m6A-YTHDC1, possibly due to the diversity of other m6A readers such as YTHDF1, YTHDF2, and YTHDC2 [54, 55]. YTHDC1 might play a limited role in recognizing m6A-modified MyoD. Additionally, Ghelle’s team analyzed m6A-modified transcripts during C2C12 myoblasts proliferation and early differentiation [22]. They found no changes in the m6A methylation levels of transcription factors such as MyoD, which seems to be in conflict with our observation. This discrepancy might be due to differences in cell models or cellular states used in the studies. Generally, these data underscore the significance and complexity of the m6A regulatory network in muscle cells, emphasizing the need for further exploration to fully understand its implications.

The aforementioned outcomes indicated the potential to enhance skeletal muscle growth during puberty by modulating the m6A methylation of MyoD. Betaine (*N*,*N*,*N*-trimethylglycine) is a quaternary ammonium compound commonly found in various plants and animals [56]. One of the primary functions of betaine is to act as a methyl donor and participate in the methionine–homocysteine cycle, leading to elevated SAM levels [57]. A recent study has indicated that betaine could enhance m6A methylation levels in a dose-dependent manner [38]. Therefore, betaine was selected to investigate its impacts on MuSCs activation and skeletal muscle growth in adolescents. As expected, the current study revealed that betaine supplementation led to increased MuSC activation and promoted skeletal muscle growth in adolescents, comparable to the effects of exercise. Given the various obstacles that hinder today’s adolescents from participating in daily exercise, betaine may serve as a potential alternative to exercise from nutritional perspective.

## Conclusions

Exercise promoted skeletal muscle growth in adolescents through facilitating *MyoD* mRNA stability of MuSCs in a Mettl3-mediated m6A dependent manner. The methyl donor betaine could be a potential alternative to exercise for promoting adolescent skeletal muscle growth by directly augmenting the global levels of m6A methylation. These findings may provide a theoretical foundation for encouraging daily fitness exercise and ensuring healthy growth in adolescents.

## Supplementary Information

Supplementary Material 1.

Supplementary Material 2.

## Data Availability

The data for this study can be acquired upon reasonable request from the corresponding author. Bulk RNA sequencing data have been deposited in GEO under the accession number GSE278365.

## Abbreviations

MuSCs: Muscle satellite cells
KO: Knockout
FACS: Fluorescence-activated cell sorting
Bet: Betaine
CSA: Cross-sectional area
IP: Immunoprecipitation
MeRIP: Methylated RNA immunoprecipitation
FDR: False Discovery Rate
TA: Tibialis anterior
GAS: Gastrocnemius
CDS: Coding Sequence
Act-D: Actinomycin D
CHX: Cycloheximide
F-luc: Firefly luciferase
R-luc: Renilla luciferase
PFA: Paraformaldehyde
SRAMP: Sequence-based RNA Adenosine Methylation Site Predictor

# Supplementary material for: Exercise promotes skeletal muscle growth in adolescents via modulating Mettl3-mediated m6A methylation of MyoD in muscle satellite cells
**Source:** Cell Mol Biol Lett. 2024 Dec 4;29:150. doi: 10.1186/s11658-024-00670-x
**Supplement:** Supplementary file 1 — Supplementary Material 1.

Exercise promotes skeletal muscle growth in adolescents via modulating Mettl3-mediated m6A methylation of MyoD in muscle satellite cells

Shujing Feng 1, †, Hao Zhou 2, †, Xingzuan Lin 3, 2, †, Siyuan Zhu 4, †, Huifang Chen 1, Han Zhou 2, Peng Wang 2*, Xiexiang Shao 2*, Jianhua Wang 1, 2*

Data Supplement

1. Table S1
2. Table S2
3. Figure S1
4. Figure S2
5. Figure S3
6. Figure S4

| Table S1. Primer sequences for RT-qPCR | |
| --- | --- |
| Target gene | Sequences |
| Mouse Gapdh-F | 5′-TGGCCTTCCGTGTTCCTAC-3′ |
| Mouse Gapdh-R | 5′-GAGTTGCTGTTGAAGTCGCA-3′ |
| Mouse MyoD-F | 5′-CGGGACATAGACTTGACAGGC-3′ |
| Mouse MyoD-R | 5′-TCGAAACACGGGTCATCATAGA-3′ |
| Mouse Mettl3-F | 5′-CTGGGCACTTGGATTTAAGGAA-3′ |
| Mouse Mettl3-R | 5′-TGAGAGGTGGTGTAGCAACTT-3′ |
| Mouse Zc3h13-F | 5'-ATCCCGAAGACCTAGCGTATT-3' |
| Mouse Zc3h13-R | 5'-TGAAGGGCCATGTATGAACCT-3' |
| Mouse Virma-F | 5′-GGTTCGTTTTCCGTGTGTGG-3′ |
| Mouse Virma-R | 5′-GCCACTATGGGCTCGTACTC-3′ |
| Mouse Mettl4-F | 5′-GAGCTGAGAGTGCGGATAGC-3′ |
| Mouse Mettl4-R | 5′-GCAGATGTATCATAGGAAGCCC-3′ |
| Mouse Mettl16-F | 5′-CAAGGACAAACCACCTGACTT -3′ |
| Mouse Mettl16-R | 5′-GTGGGAATTAGTCTCTCCAAAGG-3′ |
| Mouse Wtap-F | 5′-ATGGCACGGGATGAGTTAATTC-3′ |
| Mouse Wtap-R | 5′- TTCCCTTAAACCAGTCACATCG-3′ |

| Table S2. Primer sequences for MeRIP-qPCR | |
| --- | --- |
| Target gene | Sequences |
| Mouse MyoD-seg1-F | 5′-CCCAGGACACGACTGCTTTCT-3′ |
| Mouse MyoD-seg1-R | 5′-ACTTTCTGCCACTCCGGAACCC-3′ |
| Mouse MyoD-seg2-F | 5′-CCTTTGTCATTGTACTGTTGGGGT-3′ |
| Mouse MyoD-seg2-R | 5′-GCGATAGAAGCTCCATATCCCAG-3′ |
| Mouse MyoD-seg3-F | 5′-ATGGAGCTTCTATCGCCGC-3′ |
| Mouse MyoD-seg3-R | 5′-TCGAAACACGGGTCATCATAGA-3′ |
| Mouse MyoD-seg4-F | 5′-ATGATGACCCGTGTTTCGACT-3′ |
| Mouse MyoD-seg4-R | 5′-CACCGCAGTAGGGAAGTGT-3′ |
| Mouse MyoD-seg5-F | 5′-CTCAAGCGCTGCACGTCCAG-3′ |
| Mouse MyoD-seg5-R | 5′-TGTAGTGCTCGCTGCCACGG-3′ |
| Mouse MyoD-seg6-F | 5′-GGCTGTGTCGAGCCTCGACT-3′ |
| Mouse MyoD-seg6-R | 5′-CATTGGGGTTTGAGCCTGCA-3′ |

Figure S1

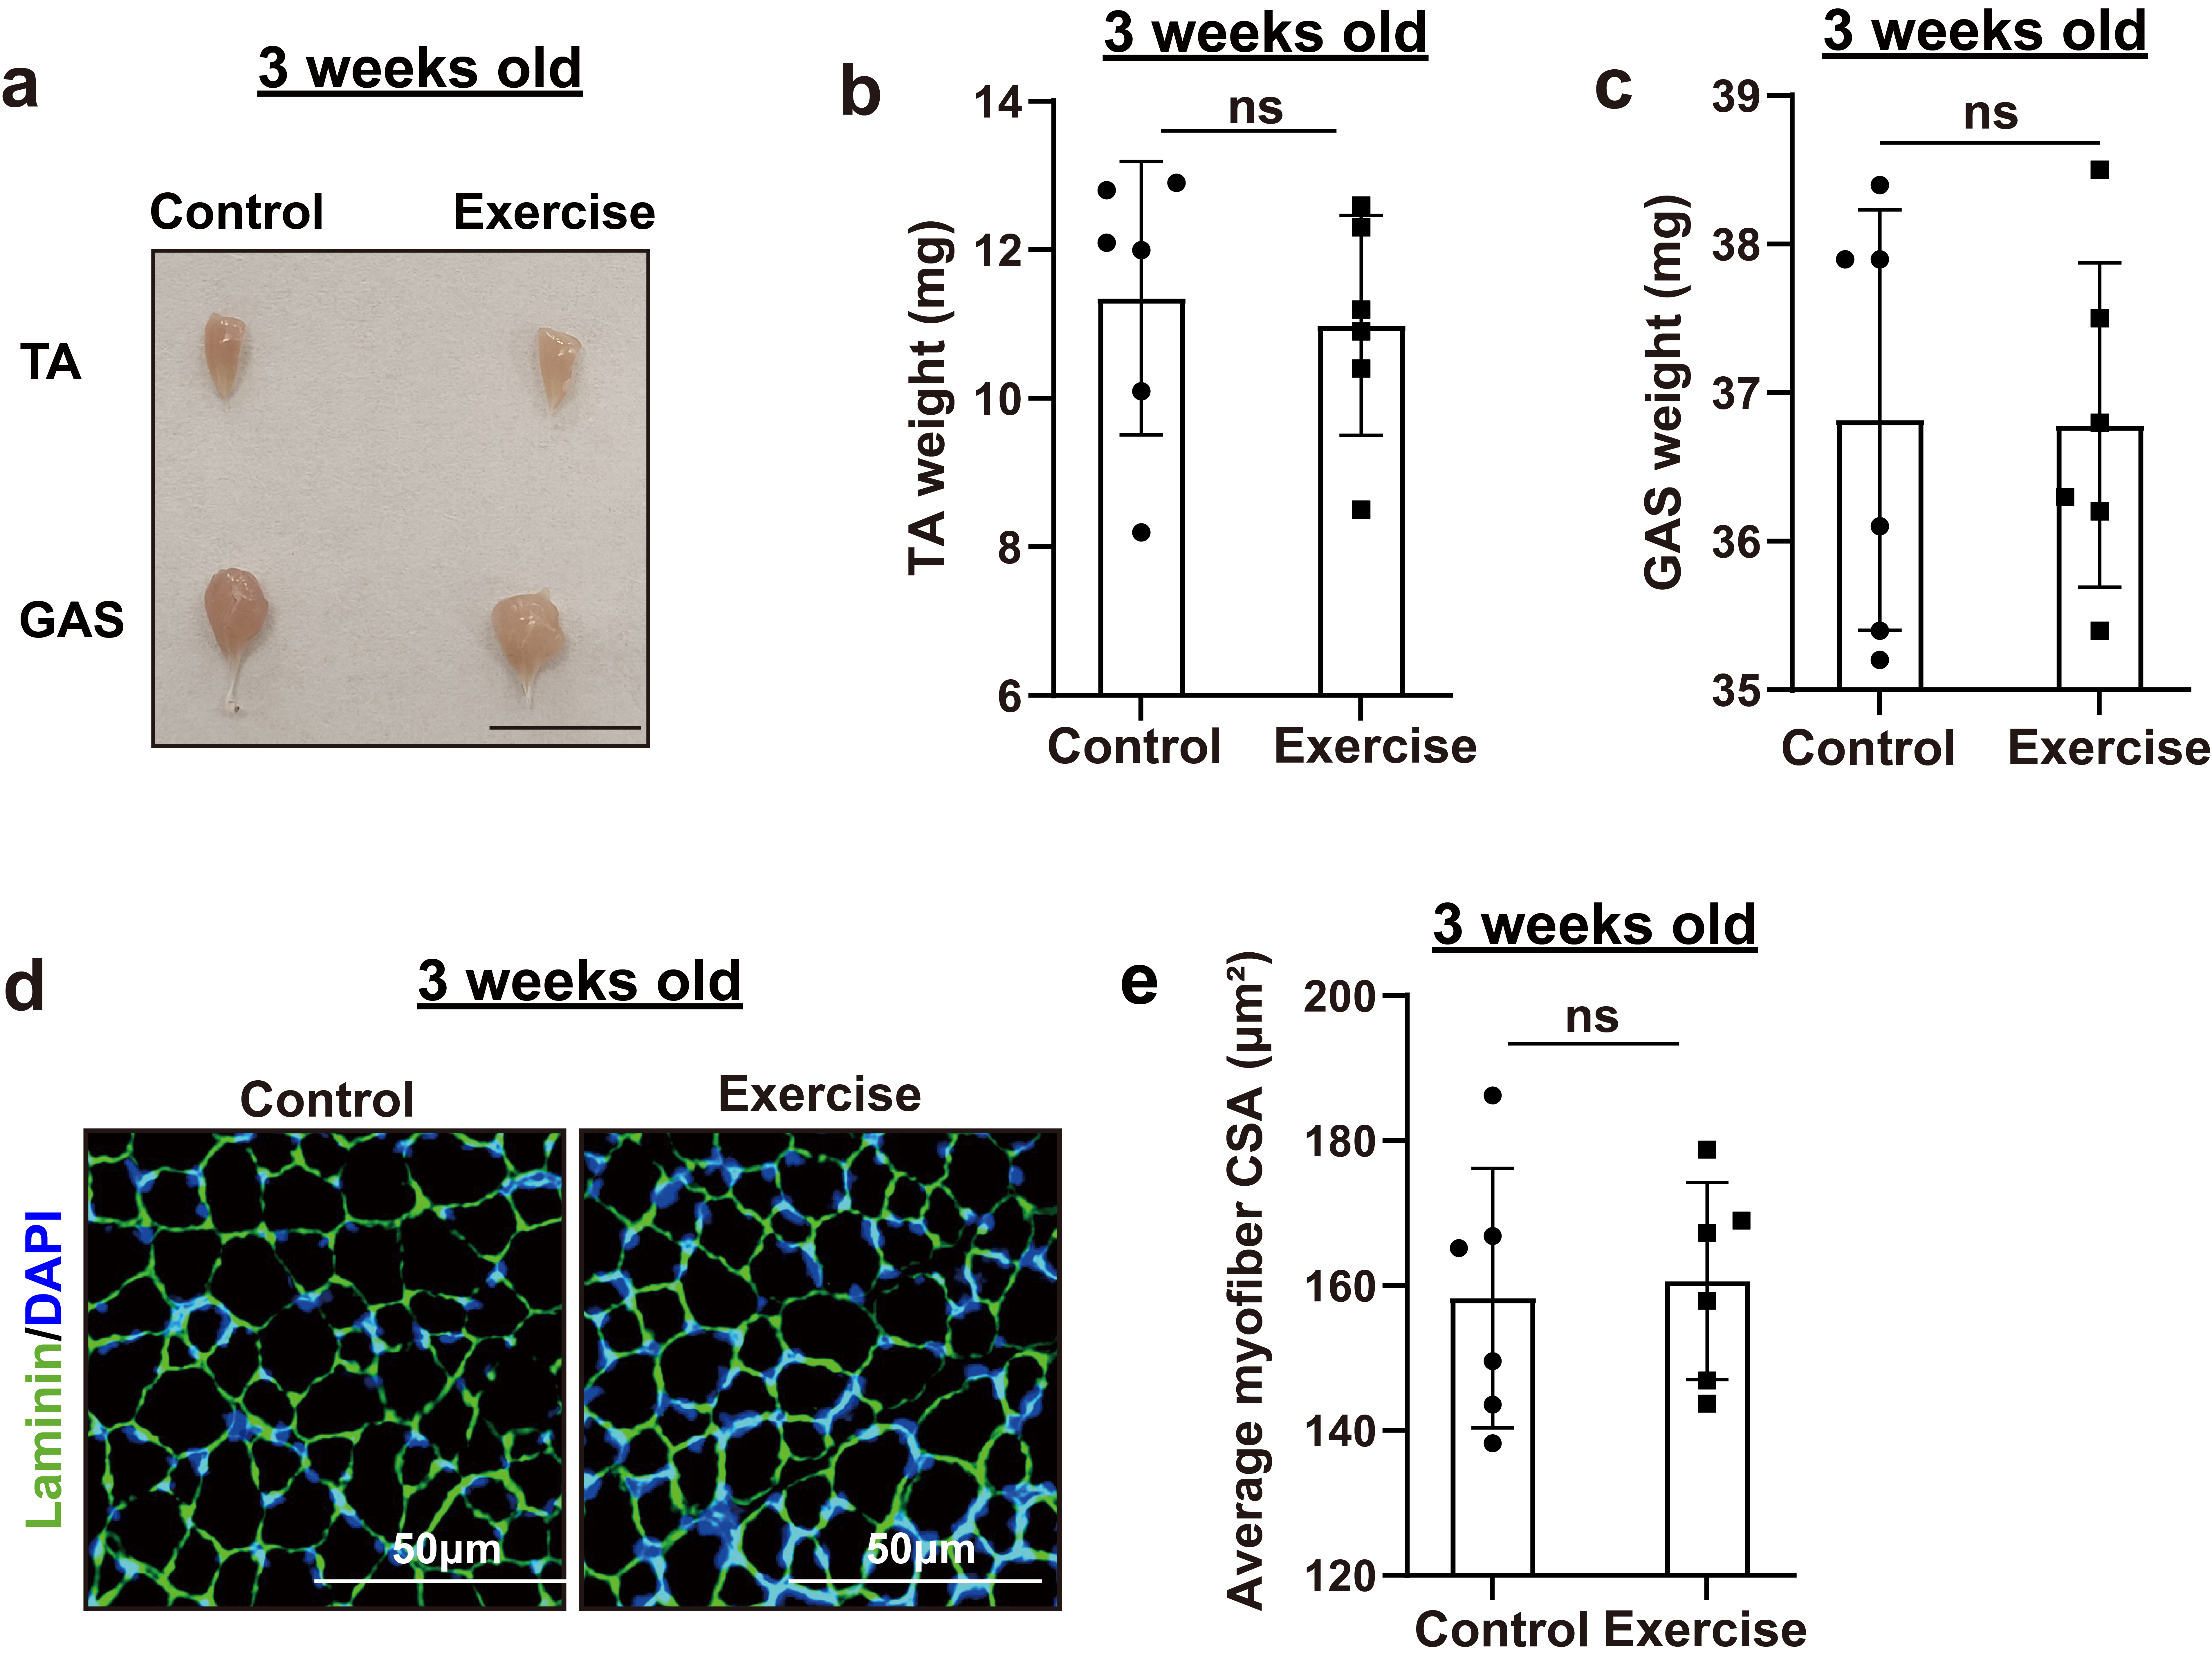

Fig. S1 The baseline data of skeletal muscle in 3 weeks old mice.

a. Gross appearance of tibialis anterior (TA) muscle and gastrocnemius (GAS) muscle for 3-week-old male mice in control and exercise groups (n=6). Scale bar, 1 cm.

b, c. Statistical analysis for the weight of tibialis anterior (TA) muscle and gastrocnemius (GAS) muscle for 3-week-old male mice in control and exercise groups (n=6).

d. Immunofluorescence staining of Laminin (green) in tibialis anterior (TA) muscle for 3-week-old male mice in control and exercise groups. Scale bar, 50 μm.

e. Statistical analysis of the average cross-sectional area (CSA) of myofibers in tibialis anterior (TA) muscle for 3-week-old male mice in control and exercise groups (n=6).

Data were presented as mean ± SD. ns indicated no significant changes.

Figure S2

Fig. S2 Exercise contributed to increased expression of Mettl3 and MyoD of MuSCs in adolescents.

1. The relative mRNA expression of *Mettl14*, *Mettl16* and *Wtap* in the tibialis anterior (TA) muscle between control and exercise mice (n=3).
2. The relative mRNA expression of *Mettl14*, *Mettl16* and *Wtap* for MuSCs isolated from control (CON-MuSCs) and exercise mice (EXE-MuSCs) (n=3).

c, d. Immunofluorescence staining of Mettl3 (green) and statistical analysis of fluorescence intensity for MuSCs isolated from control (CON-MuSCs) and exercise mice (EXE-MuSCs) (n=3). Scale bar, 50 μm.

e, f. Immunofluorescence staining and quantification analysis of MyoD+ cells for MuSCs isolated from control (CON-MuSCs) and exercise mice (EXE-MuSCs) (n=3). Scale bar, 50 μm.

Data were presented as mean ± SD. * indicated P < 0.05, ** indicated P < 0.01, *** indicated P < 0.001, ns indicated no significant changes.

Figure S3

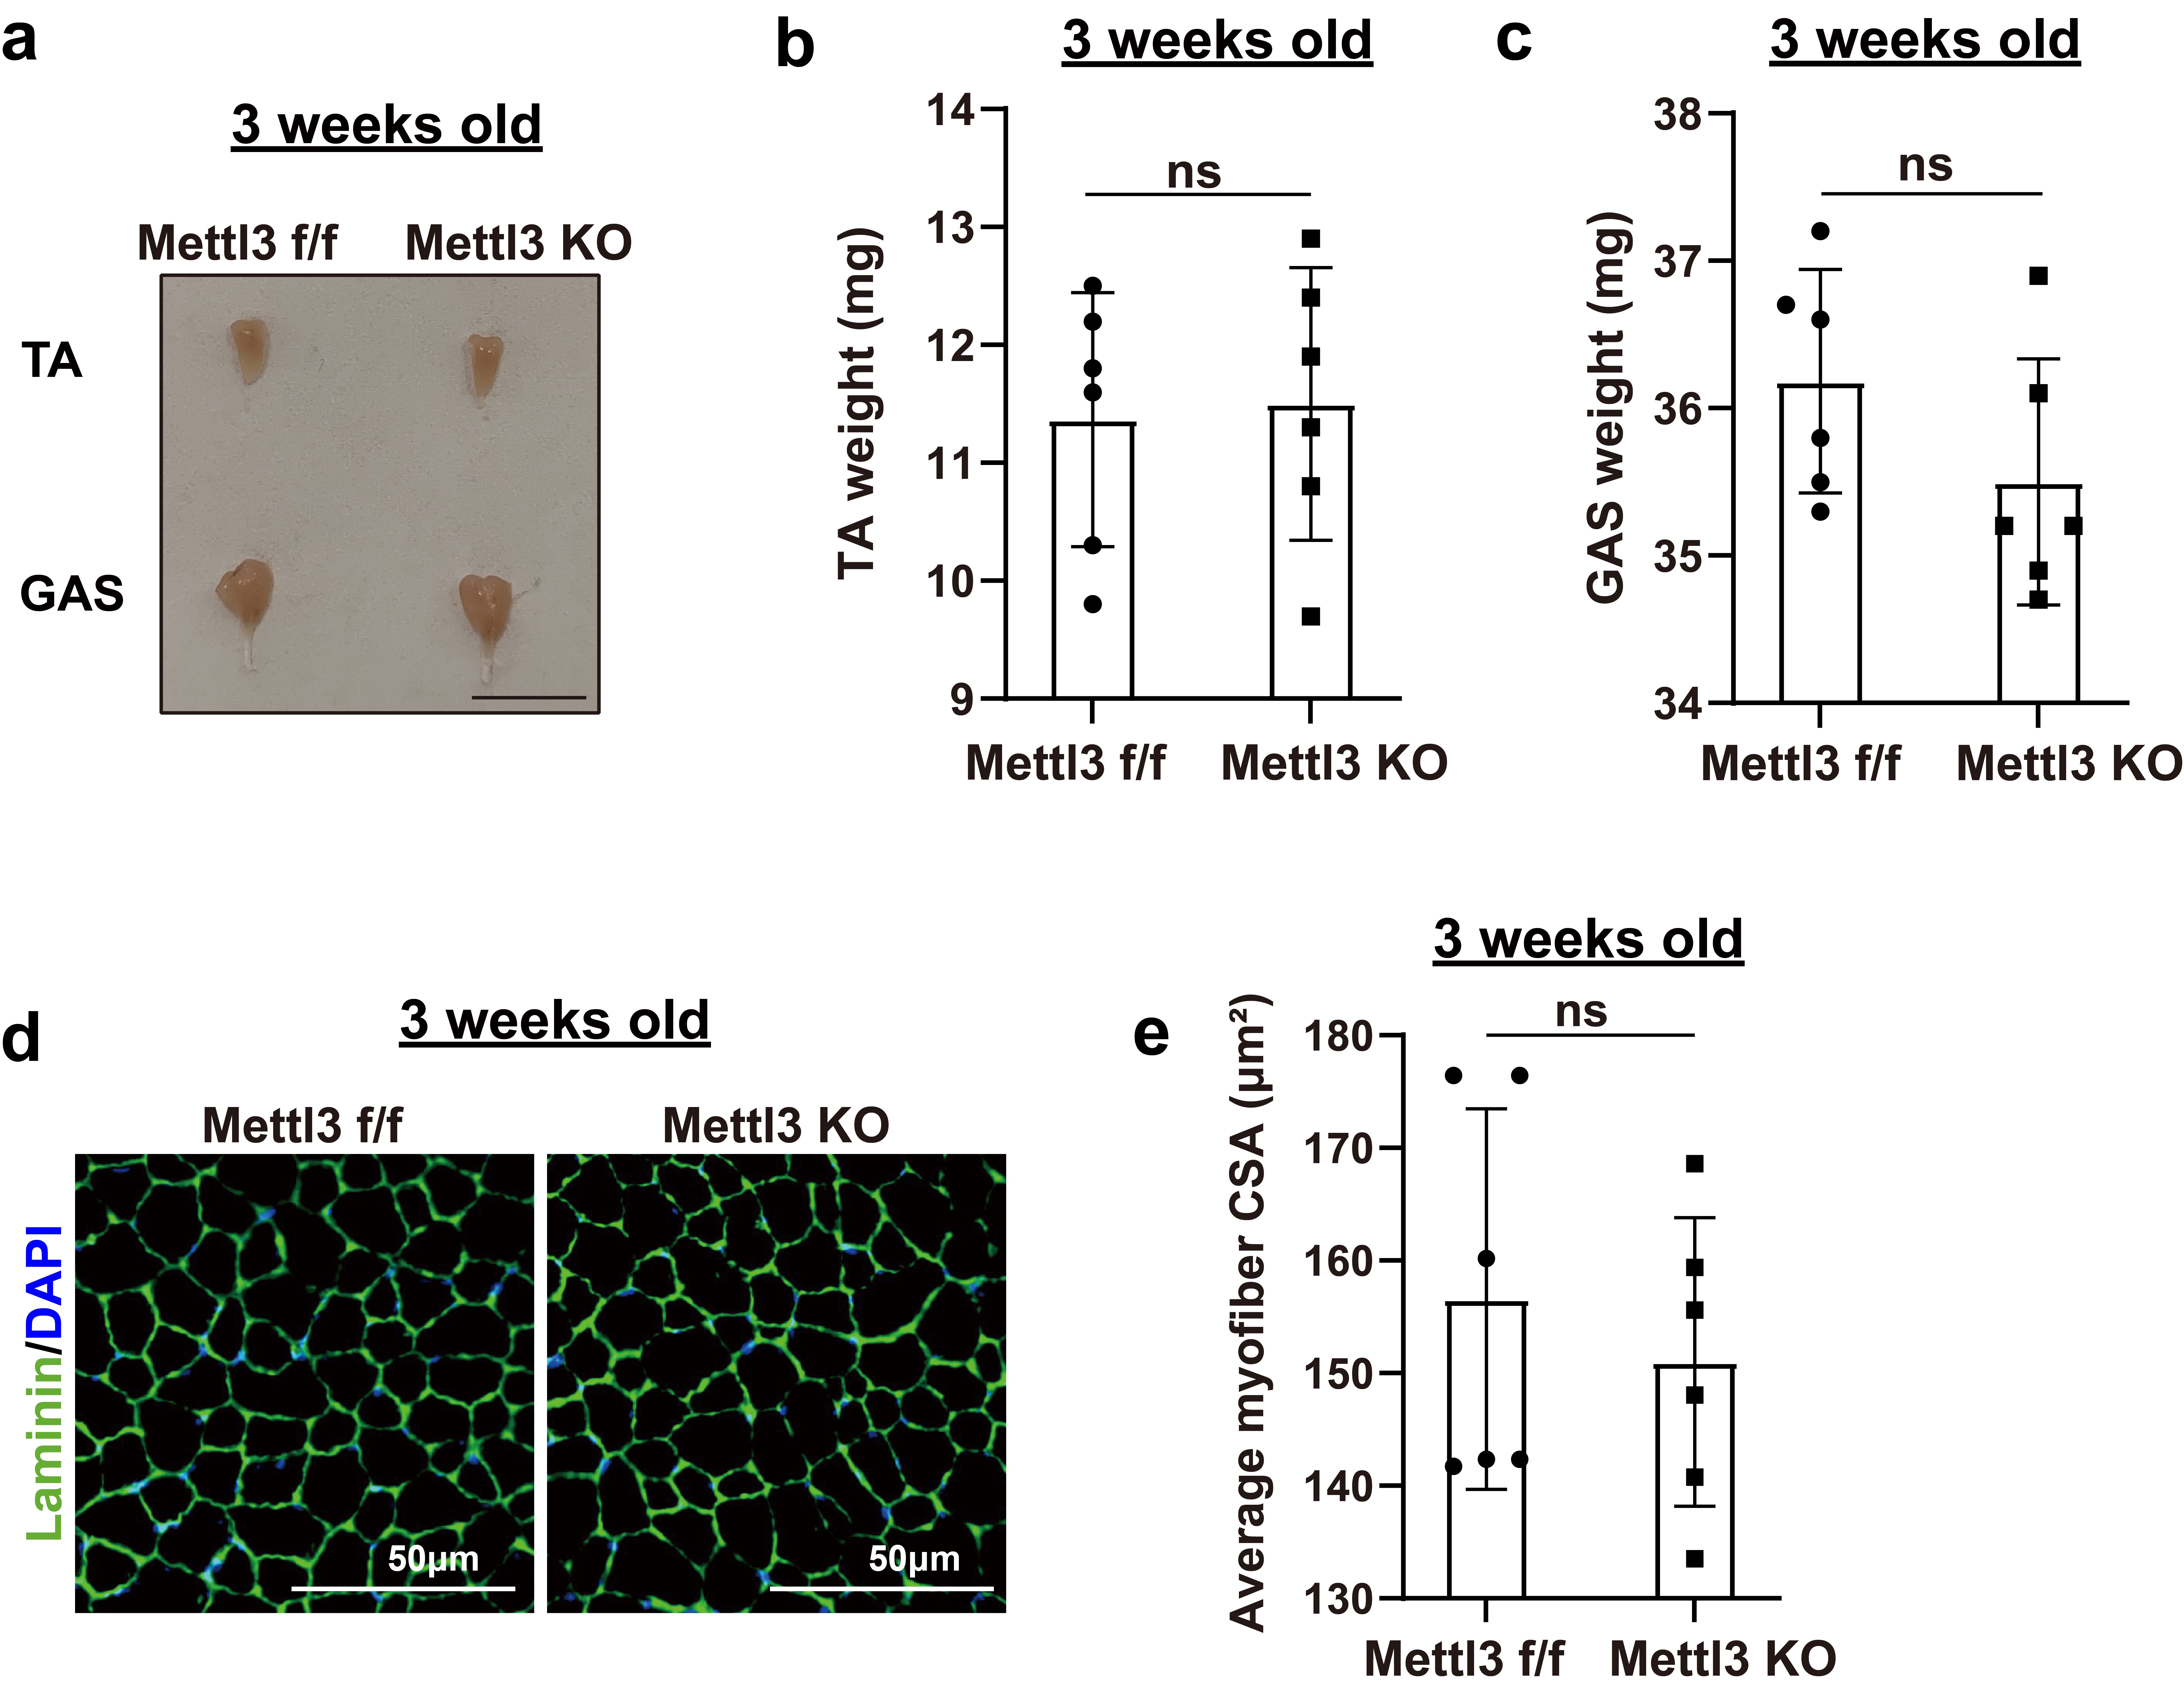

Fig. S3 The baseline skeletal muscle data of MuSC-specific *Mettl3f/f* and *Mettl3* KO mice at 3 weeks old.

1. Gross appearance of tibialis anterior (TA) muscle and gastrocnemius (GAS) muscle of MuSC-specific *Mettl3f/f* and *Mettl3* KO mice at 3 weeks old. Scale bar, 1 cm.

b, c. Statistical analysis for the weight of tibialis anterior (TA) muscle and gastrocnemius (GAS) muscle of MuSC-specific *Mettl3f/f* and *Mettl3* KO mice at 3 weeks old (n=6).

d. Immunofluorescence staining of Laminin (green) in tibialis anterior (TA) muscle from MuSC-specific *Mettl3f/f* and *Mettl3* KO mice at 3 weeks old. Scale bar, 50 μm.

e. Statistical analysis of the average cross-sectional area (CSA) of myofibers in tibialis anterior (TA) muscle from MuSC-specific *Mettl3f/f* and *Mettl3* KO mice at 3 weeks old (n=6).

Data were presented as mean ± SD. ns indicated no significant changes.

Figure S4

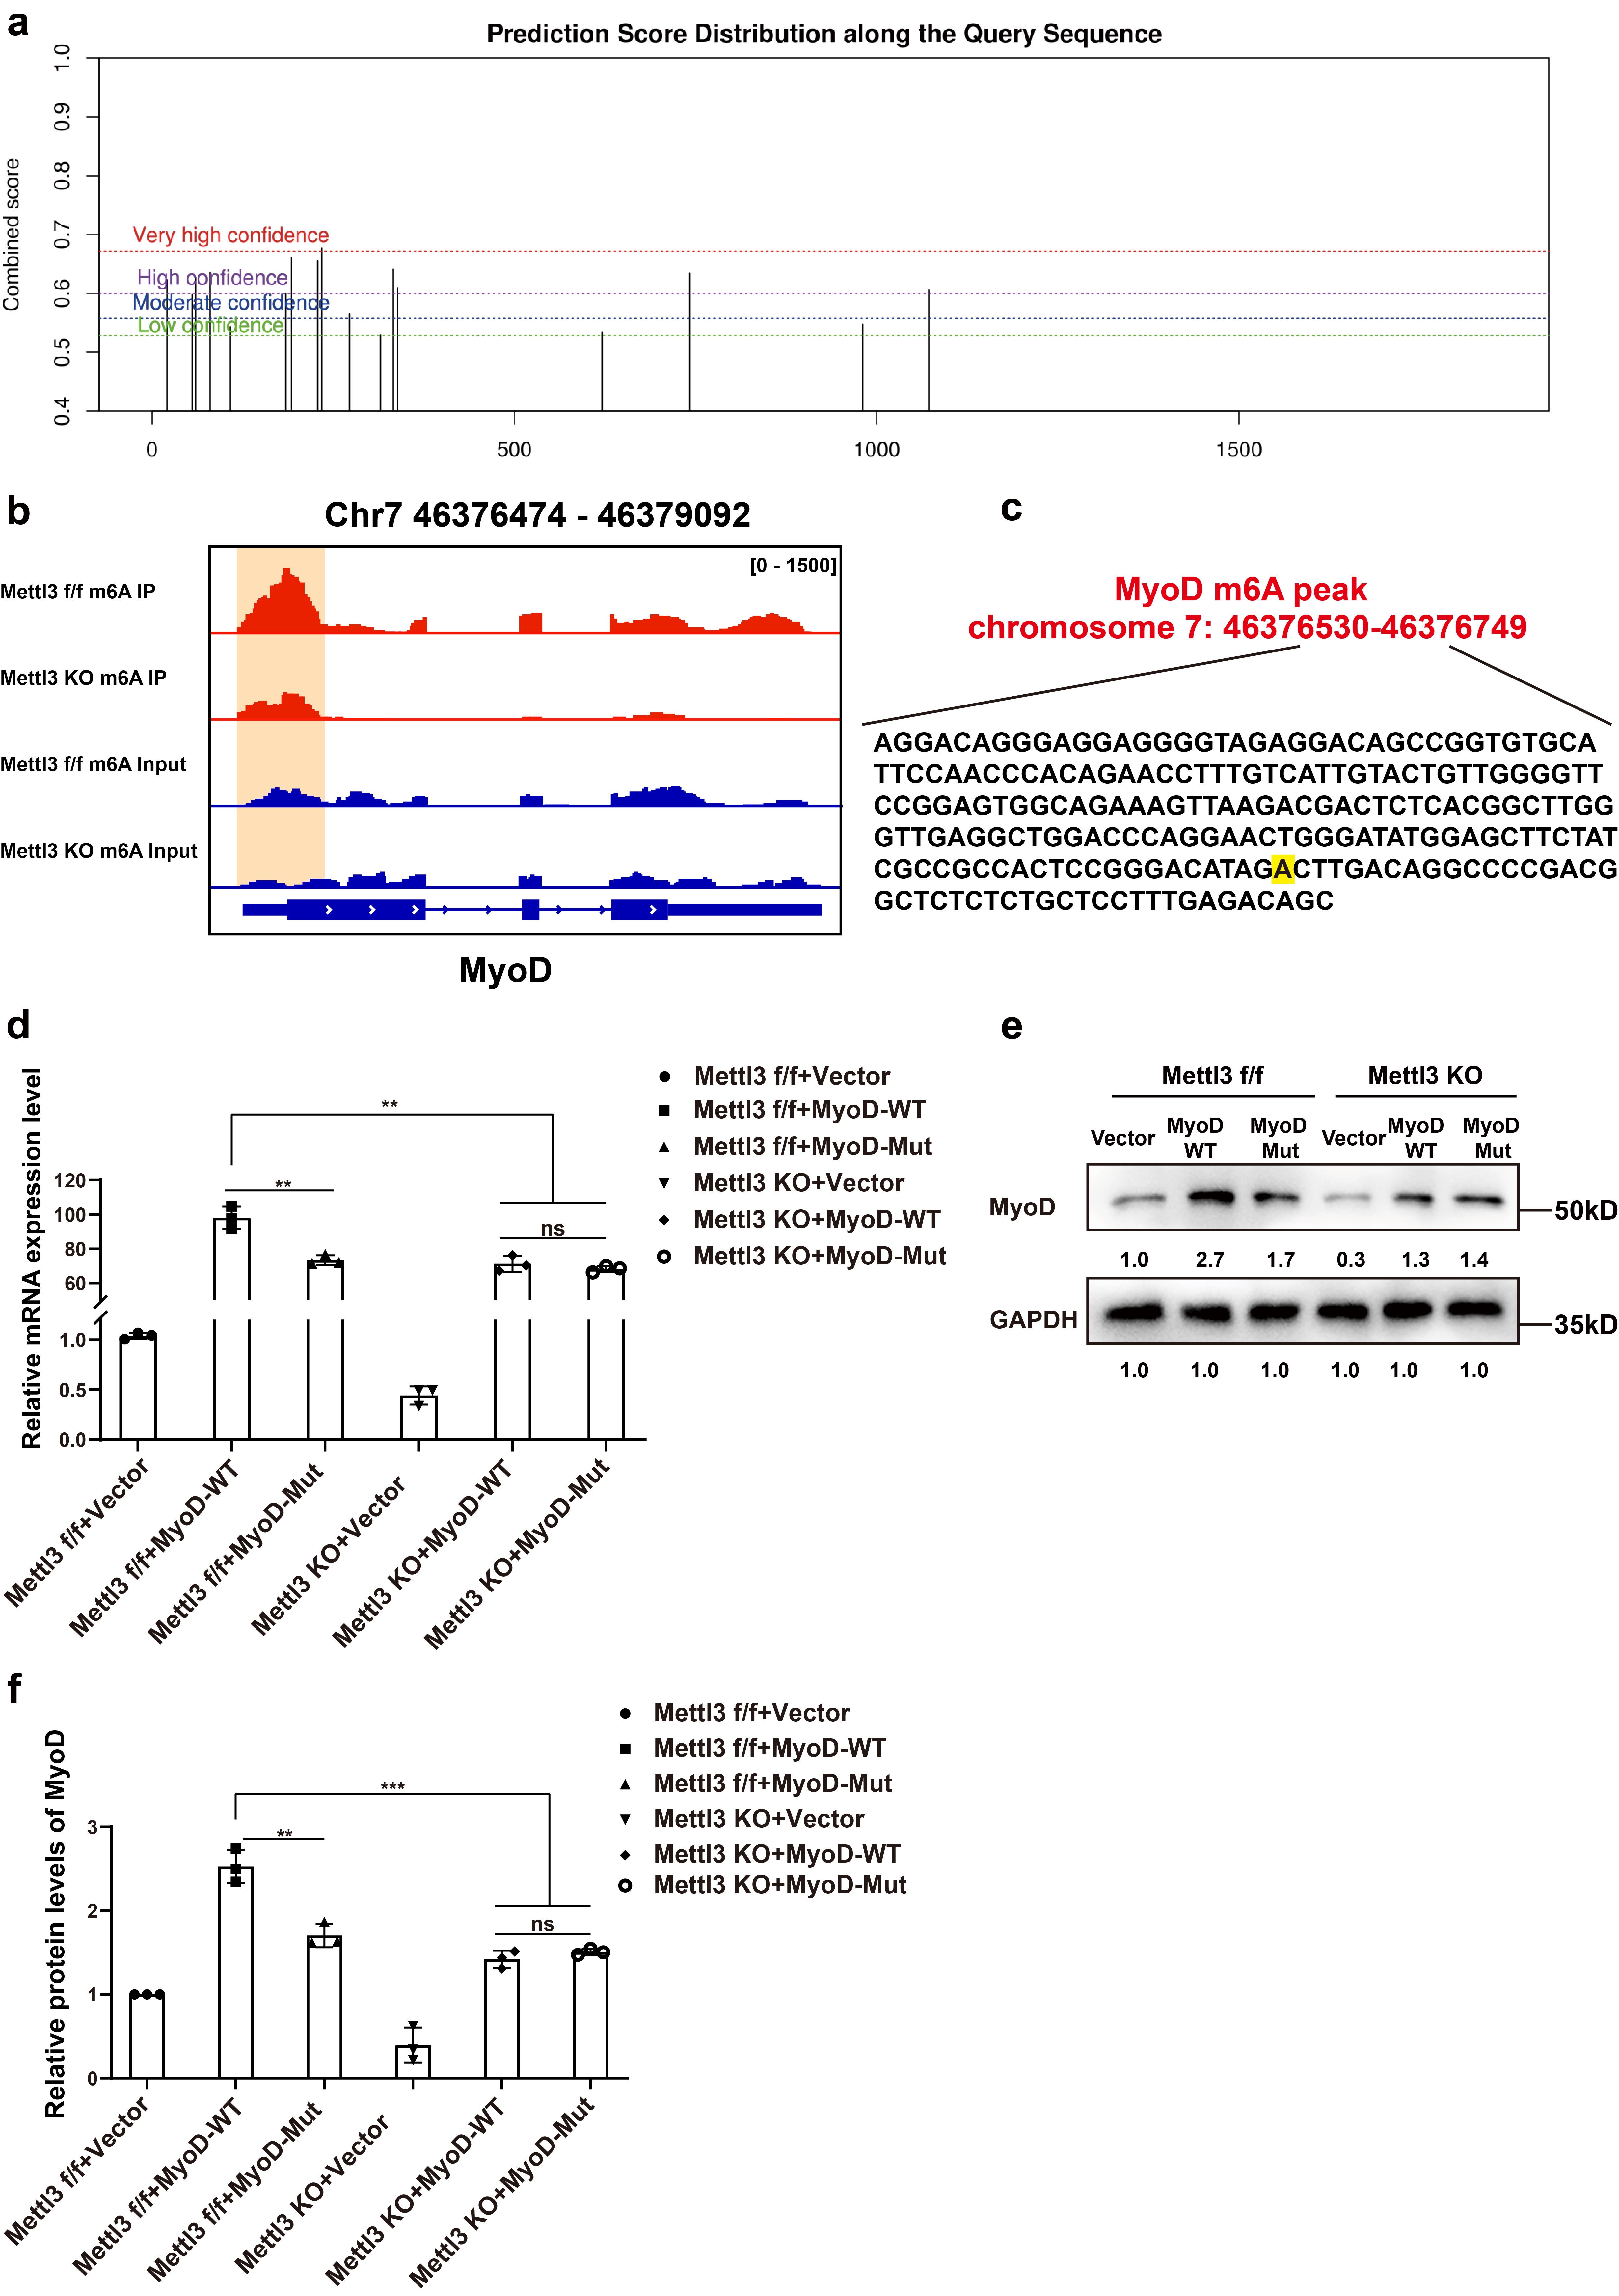

**Fig. S4 Mettl3-mediated m6A methylation regulated the stability of *MyoD* mRNA at the post-transcriptional level in MuSCs.**

1. The potential sites of m6A methylation in MyoD (NM_010866.2) mRNA which were predicted by SRAMP.
2. The m6A peak visulization of MeRIP-Seq in MyoD transcripts in *Mettl3f/f* and *Mettl3* KO MuSCs.

c. Detailed gene sequence about the m6A peak of MyoD located at chromosome 7: 46376530-46376749. The verified functional m6a modification site 234bp A (highlighted) was also located in this gene sequence.

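The m6A peak lies at the start of the Myod1 message. In the mouse reference GRCm38 (mm10, the build to which the paper mapped its MeRIP reads) Myod1 spans bases 46376474 to 46379099 of chromosome 7 on the plus strand, in 3 exons. Its mRNA in the GENCODE vM21 annotation has 1861 bases with a 5' UTR of 199 bases and 318 codons before the stop codon. The peak, from 46376530 to 46376749, falls within exon 1 and takes in mRNA positions 57 to 276, of which 143 bases are 5' UTR and 77 are coding sequence (CDS). Position 234 of the mRNA, counted from 1 at its first base, is base 46376707 of chromosome 7, in the CDS of exon 1. It is the A at the centre of AGACT, a sequence of the form that m6A methyltransferases recognize (DRACH: A, G or T, then A or G, then A, C, and A, C or T). The 31 bases centred on it are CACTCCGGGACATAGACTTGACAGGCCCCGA, and the change A234G that the paper's reporter carries turns codon 12 from GAC, aspartate, into GGC, glycine. The other site that the reporter tested, position 228 at base 46376701, is the A of GGACA in the sequence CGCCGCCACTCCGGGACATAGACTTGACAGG, and A228G turns codon 10 from GAC, aspartate, into GGC, glycine. Both codon changes are read from the Myod1 message itself. The paper's reporter holds the CDS behind the luciferase coding region, while its MyoD expression plasmids encode MyoD with or without A234G. The mRNA holds 32 sequences of the DRACH form, of which 17 lie in the CDS and 9 in the peak, so the motif alone does not single out a position. Of the 6 segments that the MeRIP-qPCR amplified, MyoD-seg3 runs from mRNA position 200 to 306 and holds both sites. No library of the MeRIP experiment was analysed here, and the positions come from the reference and from the coordinates and primers that the paper gives.

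**Figure D3:**
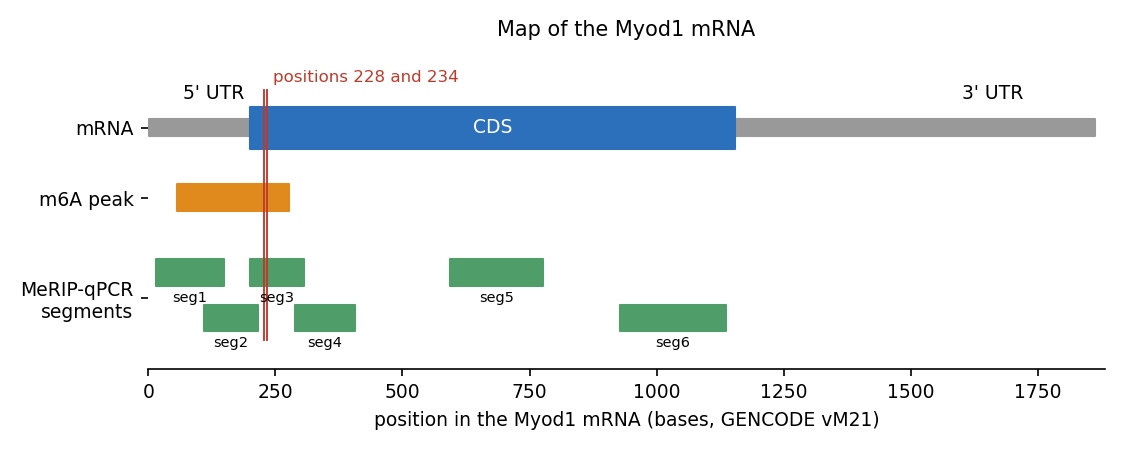
Map of the Myod1 mRNA (x axis, bases from its first base), with the coding sequence in blue between the untranslated regions in grey, the m6A peak in orange, the 6 MeRIP-qPCR segments in green and positions 228 and 234 as red lines. Both positions fall within the peak, at 57 to 276, and within MyoD-seg3, at 200 to 306.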

d. The relative mRNA expression of *MyoD* in *Mettl3f/f* and *Mettl3* KO MuSCs after transfected with pcDNA-MyoD-WT or pcDNA-MyoD-Mut for 24 hours (n=3).

e, f. Western blot and qualification analysis of relative protein expression of MyoD and GAPDH in *Mettl3f/f* and *Mettl3* KO MuSCs after transfected with pcDNA-MyoD-WT or pcDNA-MyoD-Mut for 48 h (n=3).

Data were presented as mean ± SD. * indicated P < 0.05, ** indicated P < 0.01, *** indicated P < 0.001, ns indicated no significant changes.

How the deposited data were processed for this re-analysis (not part of the article)

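RNA from TA muscle of 2 control and 2 exercise libraries was analysed. The mice were 3 weeks old at the start and 8 weeks old at collection, and the exercise group ran for 4 weeks after 5 days of familiarization that began at 8 m/min for 30 min per day. The authors deposited TPM (transcript abundance corrected for length and scaled to a fixed total) for 57180 genes with Ensembl identifiers, rounded to 2 decimals, and each library sums to the same total. The processing notes of the submitters name fastp, HISAT2, StringTie and the genome build GRCm39, with no versions. The paper's methods name SeqPrep and Sickle for read quality, DEGseq with a fold change over 1.5 and an adjusted p under 0.001 for differential expression, and Goatools for GO analysis. The library kit differs between the sample labels (Illumina Stranded mRNA Prep) and the paper (NEBNext Ultra RNA Library Prep), and both are given here without a choice between them. TPM keeps no depth, so no counting error could be given, and the precision is that of 2 libraries per group. A fixed total means that the TPM of a gene also depends on all other genes.

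Genes with at least 1 TPM in at least 2 of the 4 libraries, whatever their group, were tested (13288 genes). log2(TPM + 1) was fitted with limma 3.58.1 in R 4.3.3 (eBayes with a trend), with a Benjamini-Hochberg adjusted p under 0.05 as the threshold, and no covariate. The median-of-ratios factors, used as an alternative, were 0.775 and 0.836 for the control libraries and 1.20 and 1.31 for the exercise libraries. Gene lists with at least 5 members tested (29 of 33) were compared with the other genes by camera with a preset correlation of 0.01, and with an estimated correlation as an alternative, adjusted over the lists. The other alternative, fry, tests a list against no change and not against the other genes. The GO terms named in Fig. 2a were matched by name in the GO annotation of the table (10 of 12 terms) and their members counted by identifier, as directly annotated, with a one-sided Fisher's exact test of the genes that were higher against all tested genes with any GO term. The term names of 1939 of the 43839 genes with a GO identifier were not used. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 made the tables and figures.

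The tests, the gene lists, the alternatives and the rule for named genes were fixed before the data were examined, but after the first genes of the paper's Table S1 had been seen. That table reports the same libraries, and the genes seen included H19, Myf5, Cdc45 and Mcm6. These are members of the lists of the imprinted network, of satellite cells and of the cell cycle, which are thus not fully independent of these data. The rule names the 40 genes that the paper names for RNA expression (the study chose those of Fig. 2b on these samples), the 10 largest rises and the 10 largest falls among called genes with a mean of at least 5 TPM and no overlap between groups, the 10 genes with the highest mean TPM, and in each gene list that the text describes the 2 members with the smallest p and the 2 with the highest mean. It gave 121 genes, of which 103 passed the test. The alternatives were other pseudocounts (0.1 and 0.01), no filter, a mean of at least 5 TPM, 4 other scalings, protein-coding genes alone, limma without the trend and with a robust fit, other thresholds, each library left out, and the replicate number as a block. For genes listed at 0 in a whole group the ratio of means is not finite, and the difference of log2(TPM + 1) stands for it where the fold alone was the threshold.

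The fit was tested on simulated data. Of the 13288 genes, 100 were changed by 1 and 100 by 0.5 on the log2 scale at the spread of these libraries. Of the first, 76% were called in the right direction, and of the second, 4%, while 16 of the 96 called genes had not been changed. The adjustment depends on the share of changed genes, which was far smaller here than the share called in the data. These percentages are therefore not the power of the real comparison. In a second simulation the 50 most abundant genes were lowered by 1 on the log2 scale, and 54.0% of all other genes were then called higher in TPM, against 0.038% after median-of-ratios scaling. In the data these abundant genes did not all fall by that amount, so 54.0% is no estimate for these libraries. Transcript lengths, GC content and the Myod1 map come from GENCODE vM21 on GRCm38, and no coordinate is given for the RNA-seq, whose build is GRCm39.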

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

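The limma and camera tests of genes and lists in this part were planned, except for genes said to be named later. Of the tests of explanations, that of reads shared with X-linked genes and that of gene length were set before their results were seen, and the others were chosen after the pattern had been seen. The counts of genes near 0 in 1 group were also made after the data had been seen.

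Transcripts of the sex chromosomes differed between the groups, although the paper's methods name male mice. Xist fell by 3.78 on the log2 scale, while Eif2s3y rose by 4.24, Ddx3y by 1.75, Uty by 1.33 and Kdm5d by 1.48 (limma, adjusted p from 0.0011 to 0.0029, with the same direction in each scaling). Ddx3y, Uty and Kdm5d were named after their values were seen. Reads shared with the X-linked copies are argued against, since 0.0794% of the 50-base windows of the Ddx3y, Uty and Kdm5d transcripts occur in those of Ddx3x, Kdm6a and Kdm5c, and with that, control RNA from female mice alone is argued against by a lowest control TPM of 1.81 among the 3 Y-linked genes. Control RNA from a mixture of male and female mice stays open. The control libraries held 28.0, 34.4 and 28.1% of the exercise TPM of Ddx3y, Uty and Kdm5d. For Eif2s3y they held 0.717%, with 0.30 and 0 TPM in the controls. A mixture alone predicts 1 common share, which the first 3 genes go with and Eif2s3y goes against. The latter rests on 1 gene, which was near the floor of the table in the controls and at 16.7 and 25.2 TPM in the exercise libraries. A difference in the sex of the mice is thus a candidate explanation that the table neither settles nor separates from the training.

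Most tested genes had a higher TPM after exercise, with a median log2 fold change of 0.53. A smaller part of the total taken by the 50 highest genes could account for part of this but not all, since the median was 0.20 without them. Gene length bias is argued against as the whole cause, since the medians of 3 equal groups of genes by transcript length, with a length for 97.8% of the tested genes, were 0.42, 0.53 and 0.62. A change of the RNA content of the muscle with exercise stays open and was not tested, because TPM holds no total. The direction of genes that changed by about the median therefore depends on the scaling.

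All 7 genes of a list of embryonic and neonatal muscle rose (7 higher and 0 lower adjusted over the list alone, camera adjusted p = 0.0091, adjusted p = 0.73 with an estimated correlation), of which 5 encode sarcomere proteins, while Chrng encodes the fetal acetylcholine receptor subunit and Ncam1 an adhesion molecule. Myl4, the embryonic light chain, stood at 1507 ± 228 TPM in control and 3991 ± 382 TPM in exercise libraries, Chrng at 29.9 ± 5.66 TPM in control and 100 ± 10.4 TPM in exercise libraries, and Myh3, embryonic myosin, named after its values were seen, had a log2 fold change of 1.48. The shift of most genes is argued against as the cause, since the median log2 fold change of the 7 after median-of-ratios scaling was 0.81 and 6 stayed called, Actc1 turning to -0.20. A larger share of satellite cells may contribute and is not settled here. The median of 6 satellite cell markers was 0.61 in that scaling, and 4 of them were called higher. Pax7, however, was at 0.29, not called, and Spry1, named after its values were seen, at -0.21. A difference in the age or maturity of the muscles was not tested.

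Of 11 genes of the neuromuscular junction, 10 rose and none fell (10 higher and 0 lower adjusted over the list alone, camera adjusted p = 0.0071, adjusted p = 0.73 with an estimated correlation), with Chrna1 at 76.3 ± 11.0 TPM in control and 209 ± 16.8 TPM in exercise libraries, and 7 were higher after median-of-ratios scaling. Of 77 cytosolic ribosomal proteins, 76 rose and none fell (77 higher and 0 lower adjusted over the list alone, camera adjusted p = 2.1e-07, adjusted p = 0.79 with an estimated correlation), Rpl3 with a log2 fold change of 1.32. After median-of-ratios scaling 8 were higher and 1 lower, and after quantile normalization 67 were higher. The set lay above the other genes in both (camera adjusted p = 2.5e-04 and 1.0e-15), while Rpl23a and Rps24 turned to -0.05 and -0.03 in the first. Of 27 cell cycle genes, 22 rose (camera adjusted p = 0.036, adjusted p = 0.73 with an estimated correlation), Rrm2, a subunit of ribonucleotide reductase, with 1.31, and 4 were higher after median-of-ratios scaling (camera adjusted p = 0.0036 for the set). In TPM as deposited the call of the set was lost without control replicate 2. With at least 5 TPM in both exercise libraries and under 0.5 in both control libraries there were 6 genes, Eif2s3y, Rpl39-ps, Gm37750, Gm48789, Gm56451 and Gm55442, of which 2 are annotated as pseudogenes, and with the inverse there were 2, Xist and Mup18 (named after its values were seen), a major urinary protein.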

How the results depend on the processing

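The GO tests with a library left out, with the block and with the settings of the limma fit not planned for them were chosen after the data had been seen. The genes higher and lower were 1403 and 2238 (38.5% higher) after median-of-ratios scaling, 2178 and 1749 (55.5%) after quantile normalization and 3334 and 1530 (68.5%) without the 50 highest genes, against 7344 and 822. Without a filter, which leaves 27036 genes tested, there were 4513 and 456, and with the paper's thresholds on limma's p there were 2 and 1 (66.7%), the smallest adjusted p being 0.00072. Leaving out a library gave 2622 to 7039 higher, 410 to 814 lower and 86.5 to 91.2% higher, the lowest without exercise replicate 2, the group then resting on 1 library assumed to vary like the others. With the replicate number as a block there were 7400 higher and 830 lower, and same-numbered libraries did not deviate together (correlation -0.049).

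Mettl3, Zc3h13, Virma, Mettl14, Mettl16 and Wtap lost their calls after median-of-ratios scaling (0.079, 0.14, 0.35, 0.075, -0.027 and 0.036 on the log2 scale) and quantile normalization (0.13, 0.19, 0.38, 0.12, 0.021 and 0.15), and without the 50 highest genes all but Virma did (0.31, 0.37, 0.30, 0.19 and 0.27 for the other 5). Without a filter Mettl16 (0.54) and Wtap (0.65) lost theirs. With the paper's thresholds no gene of the 9 was called, at log2 fold changes of Mettl3 0.66, Zc3h13 0.71, Virma 0.90, Mettl14 0.65, Mettl16 0.54, Wtap 0.65, Mymk 1.43, Mymx 1.38 and Myod1 1.27. Over the libraries left out, Mettl3 ranged from 0.58 to 0.73, Mettl14 from 0.62 to 0.67, Mettl16 from 0.40 to 0.68 and Wtap from 0.48 to 0.82, each losing its call at least once. Mymk, Mymx and Myod1 kept theirs in every other setting.

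Signs turned after median-of-ratios scaling for Rrm1 (-0.37), Actc1 (-0.20), Rpl23a (-0.053), Cox7a2 (-0.21), Ythdc2 (-0.080), Mettl16 (-0.027), Hnrnpa2b1 (-0.42), Ythdf1 (-0.024), Rps24 (-0.026), Emg1 (-0.38) and Atp5f1b (-0.35), after quantile normalization for Rrm1 (-0.29), Tnnc2 (0.052), Ythdc2 (-0.069), Myl1 (0.33), Mylpf (0.29), Hnrnpa2b1 (-0.11), mt-Co1 (0.14) and Emg1 (-0.18), and without the 50 highest genes for Rrm1 (-0.16), Hnrnpa2b1 (-0.19), Emg1 (-0.15) and Atp5f1b (-0.12). With a library left out, Ly6a ranged from -0.58 to 0.22, Fabp3 from -0.24 to 0.021, Cox6c from -0.21 to 0.0069 and Mylpf from -0.15 to 0.054. None of the 121 named genes was called in opposite directions, and of the 103 called, 65 were called without each library and 57 in the scalings that tested them.

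Of the 29 lists 16 were called by camera, 0 with an estimated correlation (0 at an unadjusted p under 0.05) and 9 by fry. Since fry tests against no change, a list below the other genes can still be higher by fry. Such lists, none called by fry, were oxidative phosphorylation (fry adjusted p = 0.74), acute activity (0.076), atrophy (0.15), endothelial (0.37), pericyte (0.42), tenocyte (0.46), Schwann cell (0.74) and nuclear-retained (0.093). Directions of lists that were not called by that setting turned, with camera adjusted p, after median-of-ratios scaling for acute activity (0.58) and tenocyte (0.47), after quantile normalization for these (0.83 and 0.68) and for mitochondrially encoded genes (0.62), without the 50 highest genes for acute activity (0.94) and tenocyte (0.75), without a filter for acute activity (0.32), endothelial (0.80) and tenocyte (0.80), and at a mean of at least 5 TPM for the imprinted network (0.87). With a library left out, directions turned at least once for the imprinted growth network (0.74 to 0.98), fibrillar extracellular matrix (0.025 to 0.95), slow and oxidative contractile (0.0039 to 0.66), acute activity response (0.71 to 0.93), endothelial markers (0.053 to 0.66), tenocyte markers (0.037 to 0.94), Schwann cell markers (3.6e-04 to 0.66) and nuclear-retained RNAs (0.66 to 0.89). Calls of lists were lost at least once with a library left out for fibro-adipogenic progenitor markers (adjusted p up to 0.68), cell cycle (0.13), other RNA methyltransferases (0.094) and atrophy and FoxO targets (0.082). Calls of lists were gained without a filter for m6A writers (0.0095), m6A readers and erasers (0.0019), basement membrane (0.0044) and IGF and growth signalling (0.045), and after median-of-ratios scaling and quantile normalization for basement membrane (0.030 and 0.034) and slow and oxidative contractile (0.026 and 0.031). The m6A readers and erasers were also called by fry (adjusted p = 0.049), against no change and not against the other genes. With a library left out, calls were gained for fibrillar extracellular matrix (0.025) and basement membrane (0.0035) without control replicate 1, for pericyte (0.011), tenocyte (0.037) and Schwann cell (3.6e-04) markers without control replicate 2, and for slow and oxidative contractile (0.0039) and Schwann cell markers (0.043) without exercise replicate 1. Of the 10 GO terms, 0 passed, against 1 (mRNA methylation) with the wider background, with protein-coding genes alone, with a robust fit and without control replicate 2 (0 to 1 over the libraries left out). Causes beyond those named were not tested.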

Differences from the paper's values

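All alternatives named here were set before the data were examined, except those of the GO tests with protein-coding genes, a robust fit or a library left out, which were chosen after the values were seen. Of the paper's Table S1, the first 1997 of its 6972 DEGs and 264 of its other genes were read, and the 4 TPM of all 2261 equal the deposited ones. The paper's fold changes come from read counts and those here from log2(TPM + 1), so the scales differ. Over the 1905 of these DEGs that were tested, the log2 ratio of mean TPM lay above the paper's log2 fold change by a median of 0.12, in 1713 of them, and 1765 were called in the paper's direction and 0 in the other.

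Of 12 genes that the paper names and whose log2 fold change was read from Table S1, 3 differed by more than 1 standard error of the limma fit. For Zc3h13 the paper gives 0.86795 and limma 0.71; the difference is under 1 standard error with pseudocounts of 0.1 (0.79) and 0.01 (0.79), and with the ratio of mean TPM (0.80). With a library left out (0.66 to 0.77) it is also under 1 standard error, but the error is wider there and a gap remains. It grows after median-of-ratios scaling (0.14), quantile normalization (0.19), without the 50 highest genes (0.37) and without mitochondrially encoded genes (0.66). For Trmt10a the paper gives 1.04423 and limma 1.36; the difference is under 1 standard error after median-of-ratios scaling (0.84), quantile normalization (0.85), without the 50 highest genes (1.14) and without control replicate 2 (1.22) or exercise replicate 1 (1.18). It grows with pseudocounts of 0.1 (1.62) and 0.01 (1.65), with the ratio of mean TPM (1.65) and without control replicate 1 (1.50) or exercise replicate 2 (1.53). For Trmt2a the paper gives 0.586228 and limma 0.98, and the difference is under 1 standard error without the 50 highest genes (0.63). It turns after median-of-ratios scaling (0.39) and quantile normalization (0.46), which lie below the paper's value, and in the other settings the value stays above it. The paper's 6972 DEGs, 5873 up and 1099 down, stand beside 8166, 7344 and 822 here, at another threshold.

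The paper's GO analysis of upregulated DEGs lists 12 terms as enriched, and 10 were matched here. None passed the adjustment over the 10 terms (limma calls and one-sided Fisher's exact test, with 1 at an unadjusted p under 0.05 and 0 by camera after adjustment). Since 56.4% of the background was higher, terms of few genes could not pass. All 3 genes of cell activation were higher, at p = 0.18 (Fisher's exact test). The nearest in TPM as deposited was mRNA methylation, with 12 of 13 genes higher (Fisher's exact test, p = 0.0064, adjusted p = 0.064). Skeletal muscle tissue growth, with 3 genes tested, had an adjusted p of 0.86 (same test). After median-of-ratios scaling 10.7% of the background was higher and none of the 13 genes was. The lowest adjusted p was then 0.11 (same test), for skeletal muscle tissue growth (2 of 3 higher), cell activation (2 of 3) and positive regulation of myoblast fusion (5 of 15). Of the settings run, mRNA methylation passed against all annotated genes with TPM above 0 (adjusted p = 0.00039), and, among those chosen after the values were seen, with protein-coding genes alone (0.019), with a robust fit (0.0082) and without control replicate 2 (0.0034). No other of the 10 terms passed in these settings. The background of genes with TPM above 0 holds genes that were not tested and could not be called higher, which favours terms of expressed genes. The terms here hold only genes annotated to them directly.

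For Mettl14, Mettl16 and Wtap the paper reports no significant difference by RT-qPCR, another assay. As deposited TPM, these genes were higher with adjusted p of 0.0086, 0.034 and 0.013 (limma), and none was called after median-of-ratios scaling (0.07, -0.03 and 0.04 on the log2 scale). For Zc3h13, Mettl3 and Virma, which the paper reports as increased by both assays, the calls were likewise lost after median-of-ratios scaling, and Virma stayed called without the 50 highest genes (0.59).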

Other observations

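The groups here were fixed before the data were examined, but after the first genes of the paper's Table S1 had been seen, H19 of the imprinted network among them. Of the tests in this part only the count of genes without overlap was chosen after the data were examined. In TPM as deposited, the lists of energy metabolism given here had a median log2 fold change below that of all genes, though not every member did. Of 77 nuclear-encoded genes of oxidative phosphorylation, 3 rose and 1 fell (0 higher and 0 lower adjusted over the list alone, camera adjusted p = 5.0e-07, lower, adjusted p = 0.79 with an estimated correlation), the one that fell being Sdhb, a subunit of succinate dehydrogenase, at 263 ± 19.0 TPM in control and 196 ± 11.9 TPM in exercise libraries. After median-of-ratios scaling 56 were lower, after quantile normalization 20 and without the 50 highest genes 30. None of 13 protein genes of the mitochondrial genome passed the test (0 higher and 0 lower adjusted over the list alone, camera adjusted p = 4.0e-06, lower, adjusted p = 0.73 with an estimated correlation), and mt-Co1, a subunit of cytochrome oxidase, had a log2 fold change of -0.35 that turned to 0.14 after quantile normalization, where the set lost its call (camera adjusted p = 0.62) and its direction turned. That method gives equal ranks the same value in every library, so it can show little change in genes of the highest ranks. Of 16 genes of fatty acid oxidation, 2 rose and 4 fell (2 higher and 3 lower adjusted over the list alone, camera adjusted p = 6.4e-05, lower, adjusted p = 0.79 with an estimated correlation), with Acadm, an acyl-CoA dehydrogenase, lower at -0.64 and Ucp3, an uncoupling protein, higher at 0.63, the latter 0.00 after median-of-ratios scaling.

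Of 17 genes of the imprinted growth network, 10 rose and 2 fell (10 higher and 2 lower adjusted over the list alone, camera adjusted p = 0.84), with 6 higher and 4 lower after median-of-ratios scaling. Igf2, a growth factor of fetal muscle, stood at 367 ± 60.5 TPM in control and 931 ± 24.1 TPM in exercise libraries (log2 fold change 1.35, standard error 0.149, adjusted p = 0.0028 from limma), and Peg3, a zinc finger protein, had a log2 fold change of 1.41. Of 23 genes of the fibrillar matrix, 12 rose and none fell (12 higher and 0 lower adjusted over the list alone, camera adjusted p = 0.76), and of 15 genes of IGF and growth signalling, 9 rose and none fell (9 higher and 0 lower adjusted over the list alone, camera adjusted p = 0.46), among them Igfbp7 with 1.24. After median-of-ratios scaling 6 matrix genes were higher and 1 lower. In the growth signalling list 3 were then higher and 3 lower, and Igfbp7, at 0.61, was not called. Of 20 genes of the acute response to activity, 9 rose and 1 fell (9 higher and 1 lower adjusted over the list alone, camera adjusted p = 0.80), and of 14 genes of atrophy and FoxO, 5 rose and 4 fell (6 higher and 4 lower adjusted over the list alone, camera adjusted p = 0.024, lower, adjusted p = 0.73 with an estimated correlation). After median-of-ratios scaling 4 acute response genes were higher and 4 lower, and 2 atrophy genes were higher and 6 lower. The call of the atrophy set was lost after median-of-ratios scaling (camera adjusted p = 0.16), after quantile normalization (0.18), without the 50 highest genes (0.13) and without control replicate 1 (0.082).

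Of the other markers, 3 of 10 endothelial (camera adjusted p = 0.59), 2 of 8 pericyte and smooth muscle (camera adjusted p = 0.17), 1 of 5 tenocyte (camera adjusted p = 0.76) and 1 of 8 Schwann cell genes (camera adjusted p = 0.18) rose, and in these lists 1 gene fell, a pericyte and smooth muscle marker. Of 7 nuclear-retained RNAs, 3 rose and none fell (camera adjusted p = 0.80), while after median-of-ratios scaling 0 were higher and 3 lower. With the filter used here no set test was made for 4 erythroid genes, 3 RNAs without poly(A) tails and 1 lymphocyte gene tested, of which 0, 2 and 1 were higher, and no neutrophil gene was tested.

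Gapdh, for which the paper lists RT-qPCR primers, fell in these libraries, from 10771 ± 1882 to 7207 ± 331 TPM (SD, n = 2 each, log2 fold change -0.57, standard error 0.169, adjusted p = 0.026 from limma), and had -1.21 after median-of-ratios scaling and -0.13, not called, after quantile normalization. Myh1 and Ckm, which the paper measured in differentiating MuSCs, had log2 fold changes of -1.23 and -1.03 in whole TA (limma, adjusted p = 0.0028 and 0.0037), and fell in each scaling that tested them. Of the 13288 tested genes, 83.3% had no overlap between the groups in TPM as deposited, and 9670 of these 11066 genes were higher in the exercise libraries. For a single gene chance gives 33.3% with 2 libraries against 2. Genes of a library shift together, so the 2 percentages set side by side are no test of the groups.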
